# Multiscale reorganization of the genome following DNA damage facilitates chromosome translocations via nuclear actin polymerization

**DOI:** 10.1038/s41594-022-00893-6

**Published:** 2022-12-23

**Authors:** Jennifer Zagelbaum, Allana Schooley, Junfei Zhao, Benjamin R. Schrank, Elsa Callen, Shan Zha, Max E. Gottesman, André Nussenzweig, Raul Rabadan, Job Dekker, Jean Gautier

**Keywords:** DNA damage and repair, Nuclear organization, Chromatin structure, Nuclear organization

## Abstract

Nuclear actin-based movements have been shown to orchestrate clustering of DNA double-strand breaks (DSBs) into homology-directed repair domains. Here we describe multiscale three-dimensional genome reorganization following DNA damage and analyze the contribution of the nuclear WASP-ARP2/3-actin pathway toward chromatin topology alterations and pathologic repair. Hi-C analysis reveals genome-wide, DNA damage-induced chromatin compartment flips facilitated by ARP2/3 that enrich for open, A compartments. Damage promotes interactions between DSBs, which in turn facilitate aberrant, actin-dependent intra- and inter-chromosomal rearrangements. Our work establishes that clustering of resected DSBs into repair domains by nuclear actin assembly is coordinated with multiscale alterations in genome architecture that enable homology-directed repair while also increasing nonhomologous end-joining-dependent translocation frequency.

## Abstract (web summary)

Here the authors report a genomic view of 3D chromatin reorganization following DNA damage. Movement of damaged DNA into nuclear domains, which is brought about by nuclear actin, favors error-free damage repair at the expense of rare chromosome rearrangements with oncogenic potential.

## Main

DNA double-strand breaks (DSBs) are one of the most cytotoxic forms of DNA damage and can arise from exogenous genotoxic insults or as DNA intermediates during physiological DNA transactions^1^. DSB detection and accurate repair are coordinated via the DNA damage response to prevent genome instability and carcinogenesis^2^. Mis-repair is a source of genome instability, and scars of aberrant repair are common in cancer genomes, including translocations, insertions and deletions^3–6^. Two classes of repair process DSBs: end-joining mechanisms, which are primarily nonhomologous end-joining (NHEJ), and homology-directed repair (HDR). NHEJ is a mechanistically flexible pathway used for fast and efficient repair in G1 and G2, whereas HDR is an error-free pathway during S and G2 that uses a sister chromatid as a template for repair. Both end-joining and homology-directed mechanisms are implicated in the generation of translocations^7^. Whereas NHEJ DSBs have limited mobility^8^, live-cell imaging of repair foci and mean-square displacement analysis have revealed the more dynamic nature of HDR DSBs^9–11^. Mobile DSBs assemble into subnuclear compartments, functional domains that increase the efficiency of repair^12^. Studies using microscopy- and sequencing-based approaches have shown that HDR DSBs cluster into domains in G1 (ref. 13) and G2 (refs. 8,14–16).

Both actin- and microtubule-mediated mechanical forces have been implicated in repair domain formation^8,12,17^. We have shown that the actin nucleator ARP2/3 and its activator WASP promote clustering of DSBs into HDR domains. These stimulate repair by facilitating DNA end-resection^8^, the initial step of HDR^1^. In turn, resection leads to increased DSB mobility^8^. Thus, HDR domains arise from the coordinated action of actin-dependent forces and repair reactions.

Our understanding of three-dimensional (3D) organization of chromatin has benefited from improvements in live-cell imaging methodologies as well as the development of super-resolution approaches and fluorescence in situ hybridization-coupled microscopy. In addition, ligation-independent and proximity ligation-based methods, such as Hi-C, are providing an unprecedented view of the multiscale organization of the genome^18^. We are starting to unravel connections between DSB repair and mobility, chromatin context, 3D organization and phase separation^19^. Nonetheless, a broader understanding of the multiscale reorganization of the genome following DNA damage and its consequences is still missing.

Besides facilitating repair^8,14,16,20,21^, the impact of DSB clustering on pathologic chromosome rearrangements remains unclear. For example, bringing DSBs into close proximity may increase the propensity for chromosome translocations, one of the leading causes of oncogenesis. It has been shown that clustering of DSBs in yeast promotes rearrangements^21,22^, and translocating DNA breaks in mammalian cells exhibit varying levels of mobility^23,24^.

Here, we evaluated the genome-wide impact of DNA DSBs on chromatin organization. We demonstrate multiscale rearrangements, including widespread damage-induced compartment shifts and DSB clustering, some of which are regulated by nuclear actin polymerization. Finally, we establish that actin-based movement greatly facilitates chromosome translocations.

## Results

### DNA damage induces local and global chromatin reorganization

DNA damage activates the local, stepwise recruitment of repair proteins to damage sites as well as protein modifications that can spread over megabases along chromatinized DNA, such as the phosphorylation of the histone H2A variant, H2AX (refs. 25–27). Live-cell imaging and chromosome conformation capture-based analyses of DNA repair foci demonstrate that these processes translate into the 3D reorganization of chromatin^8,13^ but do not fully characterize the genomic features of repair domains or the rules that govern their assembly. To assess the impact of DNA damage on genome organization, we performed Hi-C in wild-type mouse embryonic fibroblasts (WT MEFs) as well as MEFs harboring an inducible AsiSI restriction endonuclease (AsiSI-MEFs)^28^. AsiSI-MEFs express AsiSI fused to a truncated estrogen receptor that translocates to the nucleus to trigger DSBs following induction with 4-hydroxy-tamoxifen (4OHT). There are more than 1,000 AsiSI recognition motifs in the mouse genome. However, cleavage efficiency, as measured by END-seq spike-in assays, revealed that the majority of these sites are not cut in MEFs (Extended Data Fig. 1a). Therefore, for a subset of Hi-C data analyses, we focused on the 97 most frequently cut AsiSI sites that showed the highest END-seq signal above background and collectively account for approximately 100 DSBs per cell (Supplementary Table 1)^28,29^. For Hi-C experiments, cells were subjected to DNA damage or treated with dimethylsulfoxide (DMSO) (no damage control) for 6 hours in the presence or absence of additional drugs (Methods). After ensuring that different treatment conditions did not affect the cutting efficiency of AsiSI-ER sites (Extended Data Fig. 1b), two biological replicates of each Hi-C library were performed. Independent analysis of Hi-C experiment replicates showed comparable phenotypes (Extended Data Fig. 1c,d). Therefore, replicates were downsampled to equal read depth and then pooled for analyses presented in the main figures.

Hi-C studies have revealed that the genome can be split into A and B compartments that preferentially self-interact and represent open and closed chromatin, respectively^30^. We first sought to examine the impact of DSBs and nuclear actin polymerization on A/B compartmentalization using eigendecomposition of 250-kilobase (kb) binned contact matrices^30,31^, orienting the eigenvector capturing the compartment signal (first eigenvector, EV1) to positively correlate with gene density. Analysis of intrachromosomal interactions following induction of damage revealed a relative increase in EV1, particularly for bins with eigenvector values close to zero (Fig. 1a and Extended Data Fig. 2a–e). On DNA damage (+4OHT), 15% of all bins shifted from B to A compartment identities consistently in both replicates (Fig. 1a,b and Extended Data Fig. 2a–e) and accordingly interacted more frequently with other A loci (EV1 > 0) (Extended Data Fig. 2f). Examples of B to A compartment shifts (blue to red) at or near an AsiSI site are shown (Fig. 1a, DSB no. 50 in Supplementary Table 1 and Extended Data Fig. 2a). Switches were also found at a distance from the AsiSI site, as seen 3.5 Mb (megabases) downstream of DSB no. 8 (Fig. 1a). These compartment changes resulted in genome-wide enrichment of open chromatin following damage, with a consistent increase in the A compartment (Extended Data Fig. 2d). Notably, this A compartment enrichment following DNA damage was dampened by ARP2/3 inhibition with CK-666 (Fig. 1b and Extended Data Fig. 2a–d).

**Fig. 1:**
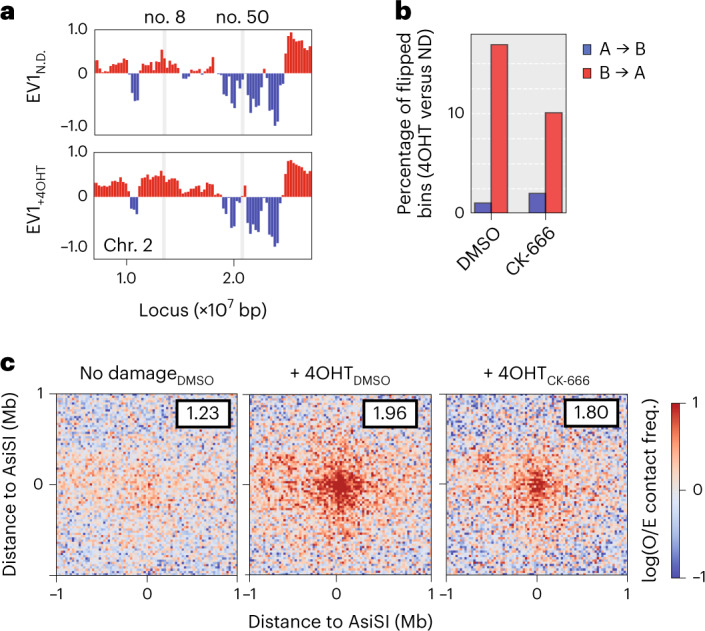
DNA damage induces multiscale alterations of the 3D genome. **a**, Representative trajectories of compartment flipping events on Chr. 2. First EV1 tracks for *cis* interactions in pooled Hi-C replicates binned at 250 kb resolution in the absence (top) or presence (bottom) of DSB induction. Values are phased by gene density (active chromatin/A compartment >0, red; B compartment <0, blue). **b**, Percentage of A (open) or B (closed) compartment bins (250 kb) that flip genome wide on induction of damage with 4OHT. ND, no damage. **c**, Aggregate plots of log_2_(observed**/**expected) contact frequencies for all possible pairwise combinations of the top 97 AsiSI digested sites (Supplementary Table 1) in *cis* (304 interactions between damaged bins). Data are binned at 25 kb and averaged over a 2 Mb flanking window. Average observed/expected (O/E) contact frequency (freq.) heatmaps are shown in undamaged cells and following induction of DSBs (+4OHT) without (DMSO) or with CK-666. Cluster enrichment scores as indicated are calculated using the ratios of the average interaction frequency of the five central bins (125 kb)/average interaction frequency of the outside bins (125 kb–1 Mb). Source data

The strength of compartmentalization can be visualized using saddle plots, which display interaction frequencies between pairs of loci arranged according to their EV1 values (Extended Data Fig. 2g,h) and can be quantified to assess the preference for homotypic (A-A, B-B) over heterotypic (A-B) interactions (Extended Data Fig. 2g,h)^32^. Saddle plots for intrachromosomal interactions revealed that DNA damage generally increased homotypic interactions, particularly for the B compartment (Extended Data Fig. 2g,h).

Contact probability *P* plotted as a function of genomic distance *s* (*P*(*s*)) can reveal properties of chromatin architecture including the size and density of cohesin-dependent loops (Extended Data Fig. 3a)^33^. The derivative of *P*(*s*) typically shows a local peak at *s* of roughly 100 kb, corresponding to the average size of cohesin-mediated loops, followed by a valley at *s* of roughly 2 Mb. The depth of the valley is related to loop density^33^. Analysis of the derivative of *P*(*s*) for Hi-C data obtained from cells harboring DSBs revealed a more pronounced valley at *s* of roughly 2 Mb (Extended Data Fig. 3a, red traces). This suggests a general increase in loop density, consistent with previous observations of increased cohesin recruitment to DSBs, including those induced by restriction endonucleases^34–36^. This could reflect both genome-wide and DSB-localized cohesin-driven loop extrusion, which is further supported by increased line formation in Hi-C data when aggregated at strand-specific CTCF sites (Extended Data Fig. 3b). Such lines in Hi-C data reflect increased cohesin-mediated loop extrusion where one base of the loop is anchored at the CTCF site. Hi-C interaction frequency between pairs of convergent CTCF–CTCF sites also increased on DNA damage (Extended Data Fig. 3c). AsiSI sites, particularly those cleaved frequently, were enriched for CTCF peaks (Extended Data Fig. 3d). These sites were not enriched at compartment boundaries (Extended Data Fig. 3d). The difference in (*P*(*s*)) on DNA damage, as well as average insulation and CTCF loop extrusion, were not diminished in the presence of CK-666 (Extended Data Fig. 3a).

Next, contact matrices spanning 2 Mb around frequently cut AsiSI sites (Supplementary Table 1) were aggregated to visualize interactions in the absence (no damage) and presence (+4OHT) of DSBs (Extended Data Fig. 3e). Average contact maps revealed a striking level of organization in undamaged cells, as seen by strong insulation at the AsiSI motifs (Extended Data Fig. 3e, left). This organization is likely driven by the fact that 35% of AsiSI cleaved sites are at CTCF sites (Extended Data Fig. 3d). Gene set-enrichment analysis, which identifies statistically significant relationships between biological states, showed that frequently cut AsiSI sites are enriched in transcriptionally active areas (Extended Data Fig. 3f). On induction of DSBs, average insulation at these sites increased in AsiSI-MEFs (Extended Data Fig. 3e, middle and right).

In yeast and mammalian cells, DSB mobility drives clustering of DSBs into repair factories^8,14–16,20,21^. Therefore, we next sought to characterize long-range intrachromosomal interactions between DSBs by aggregating Hi-C data around the 304 possible pairwise interactions in *cis* between the most frequently cut AsiSI sites (Supplementary Table 1)^37,38^. DSB induction in MEF-AsiSI cells triggered DSB clustering (Fig. 1c and Extended Data Fig. 4a,b). Cluster enrichment scores were calculated by comparing the average signal intensity at the center of the plot with that of the surrounding area (Methods), allowing for relative quantification of interaction frequency between AsiSI sites. Clustering increased from 1.23 to 1.96 on addition of 4OHT, indicating that DNA damage triggered increased interactions between distant DSBs within individual chromosomes (Fig. 1c and Extended Data Fig. 4a,b). These distant DSB–DSB interactions increased less on DSB induction when cells were also treated with CK-666 (1.96 to 1.80), suggesting that DNA damage-dependent clustering is driven in part by ARP2/3-dependent nuclear actin polymerization. Insulation at aggregated nuclease-sensitive AsiSI sites (Extended Data Fig. 3e) was also observed in 4OHT-treated WT MEFs lacking the inducible AsiSI-ER transgene, indicating that it was not a direct consequence of 4OHT treatment or due to background AsiSI-ER expression (Extended Data Fig. 5a). At the same time, clustering of cleaved AsiSI sites was not observed in response to 4OHT in WT MEFs (Extended Data Fig. 5b).

Our data reveal genome-wide, multiscale alterations in 3D chromatin organization on DNA damage. We report widespread compartment switching that favors open chromatin states, increased loop extrusion and clustering of distant DSBs following DNA damage, reflecting genome reorganization into subnuclear repair domains. Damage-induced genome reorganization, including A-B compartmentalization and distant DSB clustering are regulated in part by ARP2/3-driven actin polymerization.

### Chromosome translocations occur at sites of DSB clustering

Next, we sought to assess the genetic consequences of these intrachromosomal interactions. We analyzed Hi-C interactions in *cis* anchored at a frequently cleaved AsiSI site on chromosome 2 (reference site DSB no. 8; Supplementary Table 1) and the rest of chromosome 2 at 1 Mb bin resolution (Extended Data Fig. 6a). For differential interaction plots, magenta bars above the axis indicate strengthened interactions following damage, while teal bars below the axis represent a decrease in interaction frequency (Fig. 2a). Concordant with observed DSB clustering in Fig. 1c, the reference cleaved site (gray) preferentially interacted with other cleaved AsiSI sites in *cis* following damage (Fig. 2a, top, arrows), as well as with other genomic loci in the A compartment (Fig. 2a, middle, red bars, and Extended Data Fig. 6b).

**Fig. 2:**
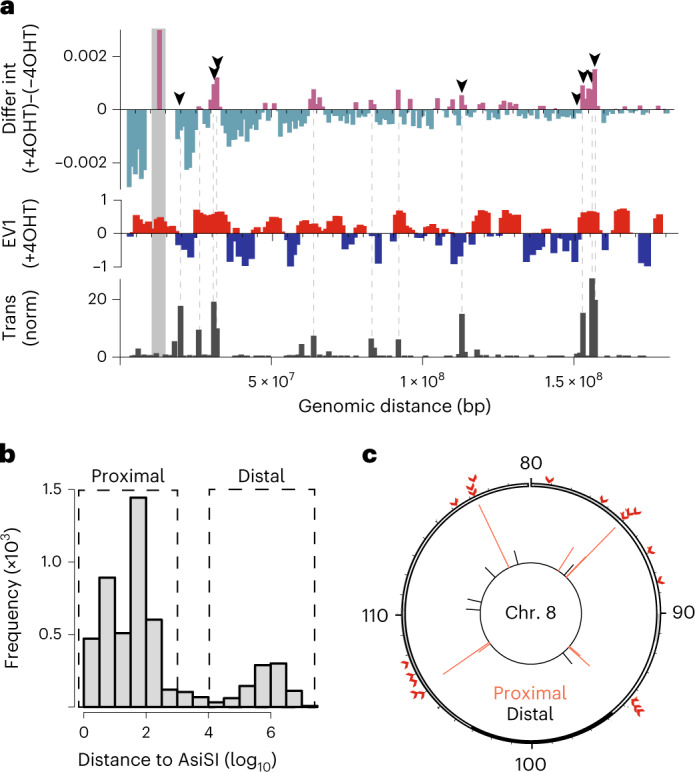
Translocations occur at sites of DSB clustering. **a**, The top shows differential observed/expected Hi-C interactions (4OHT, ND, pooled Hi-C replicates) anchored at the reference site (bait, Chr. 2 13,000,000 Mb) are plotted at 1 Mb resolution. Arrowheads represent frequently cut AsiSI sites. Data adjacent to the bait site along the main diagonal are highlighted in gray (Chr. 2 11,000,000–16,000,000 Mb). Magenta bars indicate increased interactions following damage and teal bars indicate decreased interactions following damage. The middle shows the EV1 track for *cis* interactions (250 kb bins) in the presence of DSBs (+4OHT). Values are phased by gene density (active chromatin/A compartment >0, red; B compartment <0, blue). The bottom shows the normalized translocation frequency (translocations per 1,000 events in the dataset) between reference site (bait) and chromosome 2 loci following damage. **b**, Plot of all translocations as a function of their distance to the nearest AsiSI motif. Data are divided into proximal prey (<500 bp of an AsiSI site) and distal prey (>10 kb from an AsiSI site). **c**, Distribution of translocations within a representative chromosome (Chr. 8, 80–120 Mb). Proximal (recurrent) translocation prey (red lines, inner circle) are located <500 bp of an AsisI site (red arrowheads, outside circle). Distal (spontaneous) translocation prey (black lines, inner circle) are located >10 kb from an AsiSI site.

We hypothesized that DSB clustering in *cis* during repair domain formation (Fig. 2a) could affect intrachromosomal translocations. Indeed, a substantial fraction of oncogenic translocations take place between loci on the same chromosome^39–41^. Thus, we performed high-throughput genome-wide translocation sequencing (HTGTS) to assess the relationship between damage-induced chromatin reorganization and chromosome rearrangements. 

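HTGTS starts from a primer beside a fixed break, the bait, and reads into the sequence to which that end was joined, the prey. The deposited tables covered 32 HTGTS libraries, 26 of them from AsiSI-MEFs and 6 from wild-type MEFs with a Cas9-induced bait. AsiSI-MEFs are mouse embryonic fibroblasts that carry an inducible form of the restriction enzyme AsiSI, which cuts the motif GCGATCGC. The cells received 3 µg/ml doxycycline for 24 h to express the enzyme and 1 µg/ml 4-hydroxytamoxifen (4OHT) for the last 6 h to bring it into the nucleus. The authors aligned the MiSeq reads to mm10 with the Burrows–Wheeler Aligner and filtered them with the default settings of the HTGTS pipeline, so that each entry of a table is a junction left after removal of duplicates and of poorly mapped reads. Replicates were deposited as separate libraries. In all, 148726 junctions were deposited, between 362 and 18428 per library. The 6 vehicle-treated (DMSO) libraries used below to describe the prey held between 1244 and 6597 junctions, with a median of 3549.5. The paper divides junction numbers by the number of bait-only sequences of each library. Those numbers were not used here, so values are given as shares of a library's junctions or as raw junction numbers, and raw numbers also move with the amount of DNA and sequencing. Shares were taken over junctions on chromosomes 1 to 19, X and Y that lay more than 10 kb from the bait break, between 335 and 17479 per library. The smallest library shows the precision: its share of prey within 500 bp of an AsiSI motif was 85.1% with a 95% Wilson interval from 80.9% to 88.5%. Such intervals cover counting error only, since PCR copies that differ in their ends cannot be recognized.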

HTGTS identifies translocation events between a single fixed ‘bait’ DSB and ‘prey’ sites throughout the genome. We used the AsiSI reference site on chromosome 2 (Fig. 2a, gray bar) as the bait site (Extended Data Fig. 6c)^42^. 

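The bait break lies at position 13271321 of chromosome 2 (mm10), within the AsiSI motif from 13271317 to 13271324. The annotation places it in an untranslated region of Rsu1 (ENSMUSG00000026727, minus strand), 12 bp from the transcription start. The reference sequence around it is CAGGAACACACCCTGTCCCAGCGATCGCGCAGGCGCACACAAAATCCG. All 1109 AsiSI motifs in the paper's supplementary list were found in the mm10 reference at the listed positions. The paper's END-seq value for the bait site, from its source data, is 886 RPKM, which ranks 29 among its sites. In the 6 vehicle-treated AsiSI-MEF libraries, 7.23% ± 0.480 (SD) of junctions fell within 10 kb of the bait break, with single libraries from 6.70% to 8.04%. These junctions cannot be told from rejoining after local end loss and were left out of the shares.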

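In the 6 vehicle-treated AsiSI-MEF libraries, 25.6% ± 1.79 (SD, n = 6) of junctions joined the bait to chromosome 2. Of the 183 bins of 1 Mb along the chromosome, 146 received at least 1 junction, and the 63 bins with an AsiSI motif received 96.1% of the chromosome's junctions. Within 500 bp of a motif lay 79.8% of them. The region from 11 to 16 Mb around the bait held 0.912% ± 0.322 (SD) of them once the 10 kb on each side of the break were left out. Outside this region, the bins from 98 to 99 Mb and from 156 to 157 Mb each received 620 junctions, summed over the libraries. Those from 157 to 158 Mb, 31 to 32 Mb and 153 to 154 Mb received 540, 471 and 409. In the last 4 of these 5 bins between 95.7% and 97.7% of junctions lay within 500 bp of an AsiSI motif, and each bin holds at least 1 frequently cut site. The bin from 98 to 99 Mb differs. It holds 1 AsiSI motif, so its junctions count in the 96.1%. Yet 0 of its 620 junctions lay within 500 bp of a motif, which allows a share of up to 0.484%. Of them 76.9% sat in a single 10-kb window that was also frequent in the Cas9 libraries. The share of this bin varied more between libraries, at 2.23% ± 1.74 (SD, n = 6) of junctions against 3.23% ± 0.788 for the bin from 156 to 157 Mb. The Hi-C contacts to which the paper relates these loci were not analysed here.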

HTGTS revealed that chromosome 2 loci with increased interactions with the reference site following DNA damage corresponded to sites of frequent translocations with the bait (Fig. 2a, bottom and dashed lines). We then assessed the relationship between contact frequency (+4OHT) and translocation frequency across chromosome 2. Notably, loci with increased interactions following damage exhibited increased translocation frequency compared to loci that had decreased interactions with the bait (Extended Data Fig. 6d). Thus, DNA repair domains are sites where translocations can occur. Furthermore, translocation preys were enriched in the A compartment following damage, including in flipped B:A compartments, indicating that compartment changes during damage-induced genome reorganization may enhance genetic rearrangements (Fig. 2a and Extended Data Fig. 6e).

### ARP2/3-mediated DSB clustering facilitates rearrangements

Given that approximately 100 AsiSI sites are efficiently cut on induction of AsiSI-ER, we anticipated that most recurrent translocations would take place between the AsiSI reference site (bait) and other cleaved AsiSI loci. Indeed, more than 80% of prey originated from within 500 base pairs (bp) of other AsiSI sites (proximal to AsiSI), whereas approximately 15% of translocations occurred 10 kb–100 Mb away from an AsiSI motif (distal to AsISI) (Fig. 2b,c). 

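Over the 6 vehicle-treated libraries, 74.6% ± 5.63 (SD, n = 6) of junctions lay within 500 bp of an AsiSI motif other than the bait. The share ranged from 64.2% in replicate 3 to 80.5% in replicate 1. Distal prey, more than 10 kb from any motif, made up 22.2% ± 4.97 (SD, n = 6), from 17.0% in replicate 1 to 31.3% in replicate 3. The list of motifs mattered most for both shares. With distances taken only to the 97 frequently cut sites, the proximal share was 47.3% ± 4.48 and the distal share 50.6% ± 4.19. Leaving out replicate 3 gave 76.7% proximal and 20.4% distal prey. The paper had anticipated joining of the bait to other cleaved AsiSI sites for most recurrent translocations.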

Translocations between AsiSI-proximal sites and the bait are recurrent, yet not identical to exact duplicates that could result from PCR amplification, as these are filtered out by the HTGTS pipeline. 

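Almost every proximal junction had a counterpart in another vehicle-treated library, with 99.8% ± 0.131 (SD, n = 6) within 1 kb of a junction of a different replicate and 80.2% ± 4.91 at exactly the same position. Within a library, 20.1% ± 5.88 (SD, n = 6) of junctions repeated the position and strand of another junction already counted, and 6.43% ± 2.01 also repeated its bait end and overlap. Summed over the libraries, 14839 proximal junctions fell at 326 of the 1108 AsiSI motifs besides the bait, and 237 motifs had 10 or more. The 10 motifs with the most junctions took 23.5% of them, and the frequently cut sites other than the bait, 96 in number, took 63.1%. Across the 1108 motifs, the number of junctions rose with the paper's END-seq signal (Spearman rho = 0.73, permutation p = 1.0e-05, the smallest that 100000 resamples can give), although sites are not independent replicates. Within the 96 frequently cut sites rho was 0.56.

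DSB no. 13 (chromosome 2, motif 156144260 to 156144267, reference sequence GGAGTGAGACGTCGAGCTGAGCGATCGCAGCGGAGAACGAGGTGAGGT), in an untranslated region of Romo1 (ENSMUSG00000067847), had the most junctions, 603 or 3.16% ± 0.807 (SD, n = 6) of each library's. DSB no. 83 (motif 31974701 to 31974708), in an intron of Nup214 (ENSMUSG00000001855), had 436 or 1.97% ± 0.460, and DSB no. 17 (motif 153649703 to 153649710), in an untranslated region of Dnmt3b (ENSMUSG00000027478), had 399 or 2.16% ± 0.752. DSB no. 50, an intergenic site 53 bp from the start of Arhgap21 (motif 20968930 to 20968937, reference sequence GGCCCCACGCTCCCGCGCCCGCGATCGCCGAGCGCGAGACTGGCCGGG), ranked 4 with 382 junctions, 1.90% ± 0.258. Chromosome 2 carried 8 of the 10 leading sites. The others there were DSB no. 34 beside Samhd1 (motif 157135295 to 157135302, 352 junctions), DSB no. 52 in a coding exon of Arhgap11a (113847994 to 113848001, 330), DSB no. 40 in an intron of Gm13610 (32236003 to 32236010, 266) and an unnumbered site in introns of Egfl7 and Gm20532 (26586800 to 26586807, 201). DSB no. 6 near Mex3a on chromosome 3 (88531586 to 88531593, 285) and DSB no. 36 near Rcor1 on chromosome 12 (111039089 to 111039096, 227) completed the list. Neighbouring ranks are not separable where the shares overlap, as for DSB no. 50 and no. 34 (1.88% ± 0.384), which differ by less than the spread between replicates.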

Our data strongly indicate they occur at DSBs with levels of end-resection up to 500 bp. 

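Proximal junctions clustered closely around the cut. Their median distance to the nearest motif was 4 bp in each of the 6 vehicle-treated libraries. Within 50 bp lay 89.0% ± 1.86 (SD, n = 6), and the 95th percentile of the distance was 75.6 bp ± 11.1 (SD, n = 6), between 63 and 90 bp in single libraries. Counting each position only 1 time moved the median to 5 bp. Distances end at 500 bp by the definition of proximal prey. In the control libraries of the other AsiSI-MEF experiments the 95th percentile ran from 59 bp to 194 bp. Junctions between 500 bp and 10 kb from a motif made up 1.84% to 4.49% in the 6 vehicle-treated libraries. In the other controls they made up 2.01% to 18.8%. The paper reads its own data as a strong sign of end-resection by up to 500 bp.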

Translocations to distal prey are primarily unique translocations, which are not found between biological replicates (Fig. 2c and Extended Data Fig. 6f). They may arise from spontaneous, physiological DSB lesions forming at sites of intrinsic genome fragility, including R-loops, G4 quadruplexes, stalled replication forks and sites of active transcription^43^. 

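Distal prey were compared between the 6 vehicle-treated libraries in the same way. On average 37.3% ± 20.2 (SD, n = 6) of a library's distal junctions lay within 1 kb of a distal junction of another replicate, from 6.90% to 56.9%, and 12.6% ± 6.30 lay at exactly the same position. Positions drawn uniformly over the genome would give 0.258% within 1 kb. Much of this recurrence came from 11 windows of 10 kb, such as 98660001 to 98670000 on chromosome 2, that were also frequent with the Cas9 bait. Without these windows and without telomeric prey, a setting chosen after the values were seen, 13.1% ± 5.72 (SD, n = 6) of distal junctions recurred within 1 kb.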

We show in Extended Data Fig. 3f that frequently cleaved AsiSI sites are within transcriptionally active regions. 

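Prey positions were assigned to promoters, taken as 3 kb on either side of an annotated transcription start, to gene bodies or to intergenic sequence. Of the proximal junctions in the 6 vehicle-treated libraries, 96.3% ± 0.536 (SD, n = 6) lay in promoters, 1.62% ± 0.325 in gene bodies and 2.04% ± 0.375 in intergenic sequence. Promoters so defined cover 11.6% of the genome. With promoters narrowed to 1 kb on either side, the promoter share was 93.0% ± 0.870. The paper's source data for Extended Data Fig. 6g give 96.4% for proximal junctions.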

As expected, translocations originating from loci proximal to AsiSI sites were in transcriptionally active areas, such as promoter sequences (Extended Data Fig. 6g). In contrast, translocations originating from regions distal to AsiSI sites occurred throughout the genome and were not enriched at promoters (Extended Data Fig. 6g).

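Of the distal junctions in the same 6 libraries, 41.5% ± 14.0 (SD, n = 6) lay within 3 kb of a transcription start, 30.1% ± 8.76 in gene bodies and 28.4% ± 5.40 in intergenic sequence. The promoter share ranged from 22.2% to 53.6% between libraries. It was 26.8% ± 11.0 with promoters of 1 kb on either side, which cover 4.25% of the genome. Leaving out the 10-kb windows that were also frequent with the Cas9 bait, and telomeric prey, brought the share within 3 kb to 21.0% ± 2.19 (SD, n = 6) and narrowed its range to between 18.3% and 24.4%. This last setting was chosen after the values were seen. The windows left out held from 0.747% to 13.4% of a library's junctions.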

ARP2/3 facilitates interactions between DSBs (Fig. 1c) and promotes clustering of repair foci^8^. However, it is not known whether nuclear actin dynamics affect the frequency of chromosome translocations. We hypothesized that increased interactions between DSBs drives chromosome rearrangements. Thus, we used HTGTS to assess the impact of ARP2/3 inhibition on translocations genome wide. Translocations were monitored 6 hours after DSB induction in AsiSI-MEFs in the presence or absence of CK-666. 

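For ARP2/3 inhibition, 6 libraries of AsiSI-MEFs treated with 100 µM CK-666 and 6 treated with DMSO were compared. CK-666 blocks the ARP2/3 complex, which nucleates branched actin filaments. The libraries held between 362 and 7112 deposited junctions with CK-666 (median 2414.5) and between 1244 and 6597 with DMSO (median 3549.5). Libraries were paired by replicate number, since the paper's source data for Fig. 3b also give each frequency with the control of the same replicate set to 1. The replicate numbers there could not be matched to those of the sample labels. Each pair also shared a sequencing run, with replicates 1 and 2 in one run and replicates 3 to 6 in another. Effects are mean log2 ratios of CK-666 to DMSO over the pairs, tested by flipping the sign of whole pairs (exact, 2-sided), where 6 pairs allow a smallest p of 0.03125.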

Inhibition of ARP2/3 significantly decreased (*P* = 2.05 × 10^−15^) normalized frequency (Methods) of both intra- and inter-chromosomal translocations (Fig. 3a,b and Extended Data Fig. 7a). 

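With CK-666 the 6 libraries held 2928.5 ± 2465.51 (SD) junctions away from the bait, against 3412.83 ± 2069.74 with DMSO. The number was lower with CK-666 in 3 pairs and higher in 3, with a mean log2 ratio of −0.55 ± 1.12 (SD, n = 6; exact sign-flip test, p = 0.3125). Single pairs ran from −2.48 in replicate 2 to 0.51 in replicate 1. Leaving out replicate 2 moved the mean most, to −0.17. Within the run of replicates 3 to 6 the mean was −0.34, and within the run of replicates 1 and 2 it was −0.99, and both runs held pairs of either direction. These are raw numbers, without the bait-only sequences that enter the paper's frequencies.

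The share of intrachromosomal junctions needs no such denominator, but a change common to intra- and interchromosomal junctions cancels in it. It was 25.4% ± 1.41 (SD, n = 6) with CK-666 and 25.6% ± 1.79 with DMSO, a mean log2 ratio of −0.01 ± 0.05 (exact p = 0.6875, adjusted over the 3 shares tested 0.6875). Without replicate 1 its sign turned, to 0.0035, so no direction can be given. Proximal prey made up 72.3% ± 10.2 with CK-666 and 74.6% ± 5.63 with DMSO (log2 ratio −0.05 ± 0.14, exact p = 0.375, adjusted 0.6875). By 100-kb windows, as in the paper's Circos plots, the share of junctions was tested in 271 windows with 10 or more junctions by limma on log2 shares with the pairs as a block. After Benjamini–Hochberg adjustment 0 windows had an adjusted p under 0.05, and 6 had an unadjusted p under 0.05, 3 of them higher and 3 lower. On simulated data of this size the fit recovered 79.7% of windows changed by 2 on the log2 scale and 17.2% of those changed by 1. The simulated noise was assumed and not estimated from these libraries, so recovery in the real data may be lower. The paper, from the normalized frequencies of these windows, concludes that ARP2/3 inhibition lowers both intra- and interchromosomal translocations. An equal fall of both would not appear in the shares given here, by library or by window, so they do not test that conclusion.

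**Figure D1:**
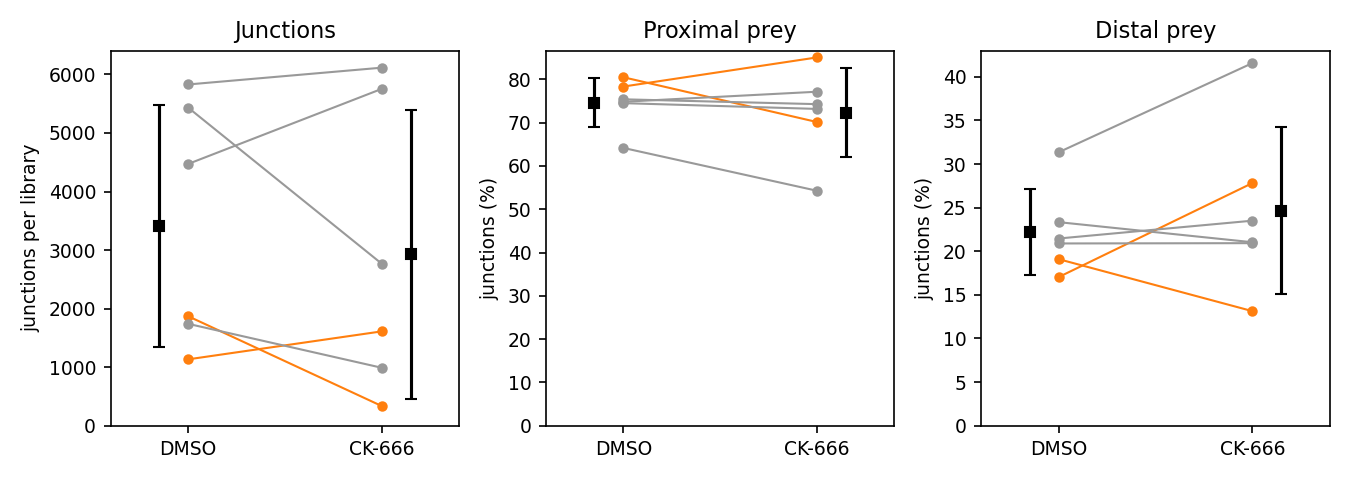
Junctions per library (number), and proximal and distal prey (% of junctions) in the 6 DMSO and 6 CK-666 libraries. Dots are libraries, lines join the pairs, orange marks replicates 1 and 2 and grey replicates 3 to 6, which were sequenced in another run, and black squares with bars give mean ± SD. The junction number rises in 3 pairs and falls in 3.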

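The Cas9 bait libraries comprised 3 with DMSO and 3 with 100 µM CK-666, all from a single sequencing run. Wild-type MEFs were transfected with a guide RNA directed at the bait site on chromosome 2 and lysed 48 h later. The labels of these samples also name 4OHT, which the paper does not give for these cells. Deposited junctions numbered 3229, 4086 and 3492 with DMSO and 5733, 4805 and 3598 with CK-666. A larger part fell within 10 kb of the break than with the AsiSI bait, 23.8% ± 7.10 (SD, n = 3) with DMSO and 19.6% ± 8.02 with CK-666. With only 3 pairs, the exact sign-flip test cannot give a p under 0.25.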

We also performed HTGTS experiments in WT MEFs harboring a single cas9-induced break at the same locus on chromosome 2. Similarly, we observed that intrachromosomal translocation frequency was also decreased on addition of CK-666 in WT MEF cells harboring a cas9-induced bait site (Extended Data Fig. 7b).

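With the Cas9 bait, 18.4% ± 3.51 (SD, n = 3) of junctions more than 10 kb from the break were intrachromosomal under DMSO and 16.6% ± 3.19 under CK-666. The share was lower with CK-666 in 3 of 3 pairs, with log2 ratios of −0.19, −0.21 and −0.04 and a mean of −0.15 ± 0.09 (exact sign-flip test, p = 0.25, the smallest possible). With junctions near the bait included the mean log2 ratio was −0.22. The raw number of junctions went the other way. It was 3782.67 ± 1119.31 with CK-666 and 2688.67 ± 410.854 with DMSO, higher in 3 of 3 pairs (mean log2 ratio 0.46 ± 0.41, exact p = 0.25). Without repeat windows and telomeric junctions, a setting chosen after the values were seen, it was higher in 2 of 3 pairs (mean log2 ratio 0.37 ± 0.60, exact p = 0.5).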

**Fig. 3:**
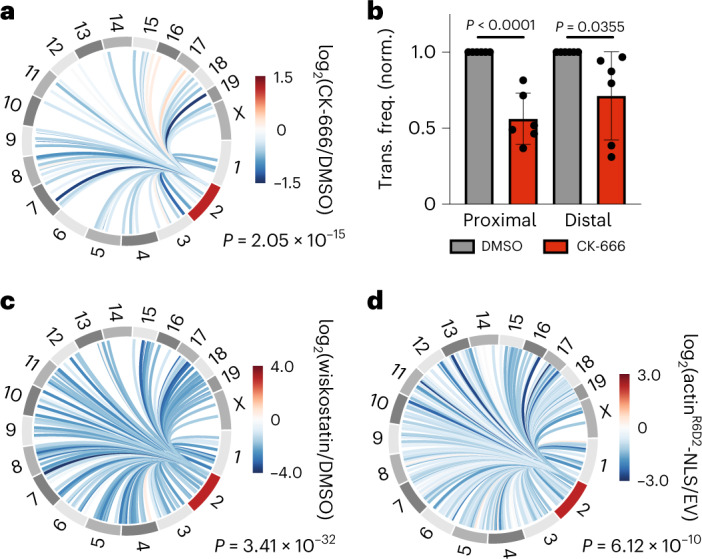
DSB clustering mediated by the WASP-ARP2/3-nuclear actin pathway facilitates chromosome translocations. **a**, One representative Circos plot (out of six biological replicates) visualizing differential normalized translocation frequencies genome wide following damage in the presence or absence of ARP2/3 inhibitor, CK-666 (100 μM) at binned loci that had ≥10 translocation events. Connecting lines are colored according to the log_2_ fold change following damage between ±CK-666 populations. Chromosome 2 (red) contains the bait site. *P* = 2.05 × 10^−15^, Wilcoxon test. Translocations were monitored 6 hours after DSB induction. **b**, Normalized (norm.) translocation frequency (trans. freq.) to proximal (<500 bp of an AsiSI site) and distal (>10 kb from an AsiSI site) prey in MEF-AsiSI cells ±100 μM CK-666. *n* = 6 biological replicates. *P* calculated by Student’s two-tailed *t*-test. Mean is plotted and bars represent the standard deviation. **c**, Circos plot visualizing differential normalized translocation frequencies genome wide following damage in the presence or absence of WASP inhibitor, wiskostatin (3 mM) at binned loci that had ≥10 translocation events. Connecting lines are colored according to the log_2_ fold change following damage between ±wiskostatin populations. Chromosome 2 (red) contains the bait site. Two biological replicates. *P* = 3.41 × 10^−32^, Wilcoxon test. **d**, Circos plot visualizing differential normalized translocation frequencies genome wide following damage in the presence of actin^R62D^-NLS versus empty vector (EV) at binned loci that had ≥10 translocation events. Connecting lines are colored according to the log_2_ fold change following damage between ±actin^R62D^ populations. Two biological replicates. Chromosome 2 (red) contains the bait site. *P* = 6.12 × 10^−10^, Wilcoxon test. Source data

ARP2/3-mediated actin polymerization and subsequent repair domain formation is dependent on activation by WASP^8^. We therefore assessed the impact of wiskostatin, a WASP inhibitor, on translocation frequency. 

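Wiskostatin inhibits WASP, which activates ARP2/3. The methods give its concentration as 3 µM and the legend of Fig. 3 as 3 mM. There were 2 treated and 2 DMSO libraries of AsiSI-MEFs, paired by replicate number and sequenced in 2 runs, 1 pair in each. The treated libraries held 4478 and 5537 deposited junctions and the controls 12579 and 5221. With 2 pairs no test was made, and each pair is given.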

Wiskostatin led to a significant decrease in chromosome translocations, providing further evidence that the WASP-ARP2/3-actin nucleation pathway is a driving force for chromosome rearrangements (Fig. 3c and Extended Data Fig. 7c). 

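Away from the bait, replicate 1 had 4249 junctions with wiskostatin and 11939 with DMSO, a log2 ratio of −1.49, while replicate 2 had 5031 and 4737, a log2 ratio of 0.09. The mean of −0.70 ± 1.12 (SD, n = 2) therefore rests on replicate 1. Intrachromosomal junctions made up 29.0% ± 0.962 (SD, n = 2) with wiskostatin and 27.9% ± 2.94 with DMSO, with log2 ratios of 0.13 and −0.02. Proximal prey rose from 61.7% to 72.3% in replicate 1 and stayed at 73.4% and 73.2% in replicate 2. Distal prey fell from 24.2% to 19.0% in replicate 1 and were 24.0% and 24.2% in replicate 2. For each of the shares the log2 ratios of the pairs had opposite signs, but replicate 2 did not change beyond counting error. The 95% Wilson intervals of the proximal share in replicate 1 were 60.8% to 62.5% with DMSO and 70.9% to 73.6% with wiskostatin. In replicate 2 they were 72.1% to 74.6% and 71.9% to 74.4%, and those of the other shares overlapped there as well.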

Notably, CK-666 and wiskostatin inhibit polymerization of both cytoplasmic and nuclear actin. To confirm that nuclear actin was mediating translocations, we overexpressed NLS-tagged dominant negative actin^R62D^-NLS and monitored translocations^8^. Indeed, specific inhibition of actin polymerization in the nucleus decreased (*P* = 6.12 × 10^−10^) translocation frequency (Fig. 3d and Extended Data Fig. 7d).

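Actin R62D is a mutant actin that cannot polymerize, here tagged with a nuclear localization signal (NLS) and expressed from a plasmid transfected 24 h before induction of AsiSI. There were 2 libraries with actin R62D-NLS and 2 with empty vector, paired by replicate number and each pair from its own sequencing run. They held 5277 and 1756 deposited junctions with the mutant and 8443 and 1087 with empty vector. As for wiskostatin, no test was made with 2 pairs.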

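In replicate 1 the number of junctions away from the bait was 4994 with actin R62D-NLS and 8023 with empty vector (log2 ratio −0.68), and in replicate 2 it was 1609 and 997 (log2 ratio 0.69), which leaves a mean of 0.00 ± 0.97 (SD, n = 2). The intrachromosomal share went up in replicate 1, from 26.1% to 28.0%, and down in replicate 2, from 28.0% to 26.2%. Distal prey were lower with the mutant in both pairs, 13.7% against 16.1% and 10.6% against 13.3%, a mean log2 ratio of −0.28 ± 0.07 (SD, n = 2). The 95% Wilson intervals of these shares did not overlap in replicate 1 (12.8% to 14.7% and 15.3% to 16.9%) and overlapped in replicate 2 (9.21% to 12.2% and 11.4% to 15.6%). Proximal prey were higher in both, by 0.15 and 0.05 on the log2 scale. The raw numbers again lack the bait-only sequences used for the paper's frequencies.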

We next asked how DSB mobility affected translocations to spontaneous DNA lesions. As was the case with a cas9-induced bait site, which reports AsiSI-independent translocations (Extended Data Fig. 7b), the frequency of translocations to distal DNA lesions in AsiSI-MEFs was significantly decreased following treatment with ARP2/3 inhibitor, confirming that ARP2/3 does not only facilitate translocations between restriction enzyme-induced DSBs, but also spontaneous lesions in fragile genomic regions (Fig. 3b and Extended Data Fig. 7b).

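In AsiSI-MEFs, distal prey made up 24.7% ± 9.56 (SD, n = 6) of junctions with CK-666 and 22.2% ± 4.97 with DMSO. The share was higher with CK-666 in 4 of 6 pairs, with a mean log2 ratio of 0.09 ± 0.43 (exact sign-flip test, p = 0.625, adjusted over the 3 shares 0.6875). The pairs ran from −0.54 in replicate 2 to 0.71 in replicate 1, and without replicate 1 the mean was −0.03. Within the run of replicates 3 to 6 the mean was 0.10 and within that of replicates 1 and 2 it was 0.08. A change in the number of distal translocations that went along with an equal change in all others would not appear in this share. With the Cas9 bait, 96.4% ± 2.01 (SD, n = 3) of junctions under DMSO and 94.2% ± 3.69 under CK-666 were more than 10 kb from an AsiSI motif. From the lower frequency of distal prey in Fig. 3b, the paper concludes that ARP2/3 also acts on translocations to spontaneous lesions.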

### DNA-dependent protein kinase catalytic subunit (DNA-PKc) promotes translocations while suppressing clustering

The decrease in translocation frequency on CK-666 exposure strongly suggests that translocations occur within HDR domains assembled from DSBs with resected ends. However, a substantial fraction of translocations generally require NHEJ^44^. Thus, we performed HTGTS in the presence of NU7441, a small molecule inhibitor of DNA-PKcs that selectively compromises NHEJ. 

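The NU7441 experiment comprised 3 treated libraries of AsiSI-MEFs and 3 with DMSO, paired by replicate number. The inhibitor was added 1 h before 4OHT, at 10 µM by the methods and at 10 mM by the legend of Fig. 4. Deposited junctions numbered 2272, 1331 and 6675 with NU7441 and 5380, 2612 and 18428 with DMSO. Replicates 1 and 2 came from one sequencing run and replicate 3 from another. The smallest p that the exact sign-flip test can give with 3 pairs is 0.25. In NU7441 replicate 2, 40.5% of junctions (95% Wilson interval 37.9% to 43.2%) joined the bait to telomeric repeats, against 0.423% to 1.11% in the DMSO libraries. They are counted in the shares and made up 71.2% of the distal prey of that library.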

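Junction numbers away from the bait were lower with NU7441 in 3 of 3 pairs, at 1928 against 4567 with DMSO in replicate 1, 1300 against 2442 in replicate 2 and 6348 against 17479 in replicate 3. Per pair the treated library held 43.9% ± 8.59 (SD, n = 3) of its control's number, a mean log2 ratio of −1.20 ± 0.28 (exact sign-flip test, p = 0.25). Both sequencing runs gave a decrease, −1.08 as the mean of replicates 1 and 2 and −1.46 in replicate 3. The numbers are raw. Leaving out repeat windows and telomeric junctions, a setting chosen after the values were seen, moved the mean most, to −1.45. The share of junctions was also tested in 295 windows of 100 kb by limma with the pairs as a block. No window had an adjusted p under 0.05 (0 of 295, smallest 0.060), while 53 had an unadjusted p under 0.05, 35 of them higher and 18 lower. This count and its direction depended on the settings. Adding 2 in place of 0.5 junctions to each window gave 47 windows with an adjusted p under 0.05, 44 of them higher, with a shift common to all windows, and scaling by the median of ratios gave 26, 19 of them lower. In simulated data the fit recovered 47.8% of windows changed by 2 on the log2 scale and 5.7% of those changed by 1. The simulated noise was assumed here as well.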

As anticipated, NU7441 significantly decreased chromosome translocations, reported by HTGTS at 6 hours, indicating that NHEJ participates in a subset of translocations (Fig. 4a). 

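The raw number of intrachromosomal junctions was 454 with NU7441 and 1061 with DMSO in replicate 1, 218 and 673 in replicate 2, and 1811 and 4238 in replicate 3. As a share, intrachromosomal junctions made up 22.9% ± 5.90 (SD, n = 3) with NU7441 and 25.0% ± 2.26 with DMSO (mean log2 ratio −0.15 ± 0.50, exact sign-flip test, p = 1). The share rose in replicates 1 and 3 and fell in replicate 2, and without replicate 2 the mean was 0.13. Interchromosomal junctions per intrachromosomal junction numbered 3.57 ± 1.26 (SD, n = 3) with NU7441 and 3.02 ± 0.350 with DMSO, and the means in the paper's source data for Fig. 4b give 2.74 and 2.51. With junctions near the bait included the values were 3.16 ± 1.16 and 2.55 ± 0.368. By library they were then 2.94, 4.42 and 2.14 in NU7441 replicates 1, 2 and 3. In replicate 2, 40.5% of junctions were telomeric, so the NU7441 means may rest in part on such junctions. The column headings of the source data for Fig. 4b name CK-666 where the figure names NU7441, and they were read here as NU7441.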

Nearly 50% of intrachromosomal translocations and 40% of inter-chromosomal translocations were inhibited on NU7441 treatment (Fig. 4b).

**Fig. 4:**
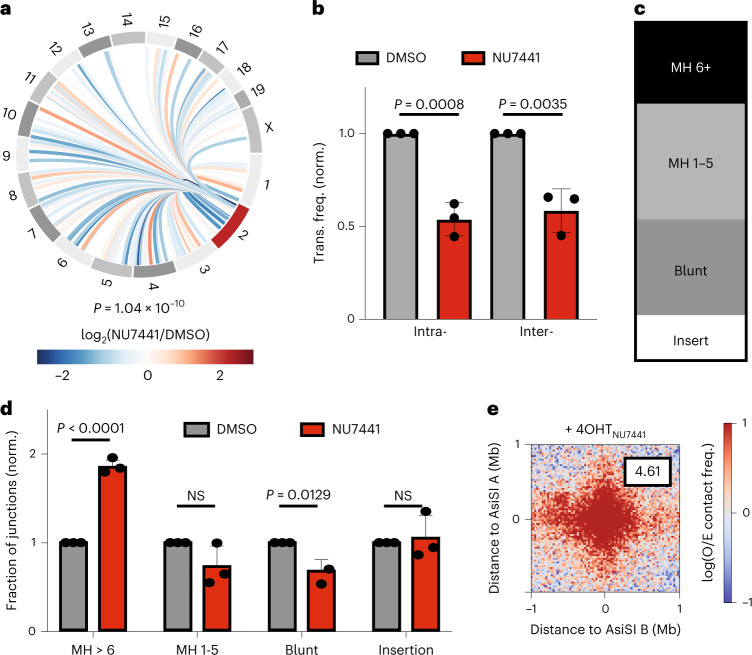
DNA-PKcs promotes translocations while suppressing intrachromosomal interactions. **a**, Circos plot visualizing differential normalized translocation frequencies genome wide following damage in the presence or absence of DNA-PKcs inhibitor, NU7441 (10 mM) at binned loci that had ≥10 translocation events. Connecting lines are colored according to the log_2_ fold change following damage between ±NU7441 populations. Two biological replicates. Chromosome 2 (red) contains the bait site. *P* = 1.04 × 10^−10^, Wilcoxon test. **b**, Normalized (norm.) translocation frequency (trans. freq.) to intra- or inter-chromosomal prey in MEF-AsiSI cells ±0 μM NU441. *n* = 3 biological replicates. *P* calculated by Student’s two-tailed *t*-test. Mean is plotted and bars represent the standard deviation. **c**, Fraction of junctions exhibiting MH >6 nt (MH > 6), MH 1–5 nt (MH 1–5), blunt ends or insertions following DNA damage in one representative sample. **d**, Impact of NU7441 on junctions (normalized to DMSO control) as in **c**. *n* = 3 biological replicates. Mean is plotted and bars represent standard deviation. *P* calculated by Student’s two-tailed *t*-test. NS, not significant. **e**, Aggregate plots of log_2_(observed/expected) contact frequencies for all possible pairwise combinations of the top 97 AsiSI digested sites (Supplementary Table 1) in *cis* (304 interactions between damaged bins) as in Fig. 1 for NU7441-treated (pooled Hi-C replicates), damaged (+4OHT) cells. Cluster enrichment scores as indicated are calculated using the ratios of the average interaction frequency of the five central bins (125 kb)/average interaction frequency of the outside bins (125 kb–1 Mb). Source data

DNA sequences at translocation junctions identify repair ‘scars’ and provide further insight into the repair mechanisms driving rearrangements^45,46^. Specifically, the presence of microhomology (MH) suggests repair by alternative end-joining (alt-EJ) whereas blunt-end ligation or very short MHs indicate repair by classical NHEJ (c-NHEJ)^47^. 

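Junctions were classed by the overlap of bait and prey on the read. In the 3 DMSO libraries of the NU7441 experiment, 24.4% ± 3.52 (SD, n = 3) were blunt, 43.1% ± 9.44 had MH of 1 to 5 nt, 17.5% ± 6.77 had MH of 6 nt or more and 15.0% ± 6.53 had an insertion. Both MH classes together made up 60.6% ± 7.96. Blunt junctions ranged from 20.3% in replicate 2 to 26.6% in replicate 3. The classes depended most on the prey. Over proximal prey only, MH of 6 nt or more rose to 25.0% ± 9.07 and insertions fell to 8.24% ± 1.40. The paper shows a representative sample in Fig. 4c and does not name it in its text. Its source data for that figure give 28.3% blunt junctions and 58.3% with MH, and its text gives 18% and 69%. In the 6 DMSO libraries of the CK-666 experiment 15.6% ± 3.21 (SD, n = 6) were blunt and 69.2% ± 5.88 had MH.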

We found that 18% of junctions resulted from blunt-end ligation whereas 69% of junctions harbored MHs (Fig. 4c). As at least 40% of translocations are mediated by NHEJ, this suggests that a fraction of junctions with very short MHs might arise from NHEJ. 

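MH of 6 nt or more made up 27.4% ± 6.95 (SD, n = 3) of junctions with NU7441 and 17.5% ± 6.77 with DMSO. The share was higher in 3 of 3 pairs, at 33.2% against 17.3%, 29.2% against 24.4% and 19.7% against 10.9%, a mean log2 ratio of 0.69 ± 0.37 (exact sign-flip test, p = 0.25, adjusted over the 4 junction classes 0.333). In the paper's source data for Fig. 4d the corresponding mean log2 ratio is 0.89. Among proximal prey of all 26 AsiSI-MEF libraries, 79.1% of 22791 junctions with MH of 6 nt or more read through an intact GCGATCGC. Counted over all junctions, those with the intact motif rose from 13.0% ± 6.16 (SD, n = 3) with DMSO to 22.3% ± 7.72 with NU7441 (mean log2 ratio 0.83, higher in 3 of 3 pairs, exact p = 0.25). Junctions with MH of 6 nt or more in other sequence made up 4.55% ± 0.642 and 5.09% ± 1.45 (mean log2 ratio 0.12, higher in 2 of 3 pairs, exact p = 0.75). The relative frequency of MH of 1 to 5 nt fell in 3 of 3 pairs, from 43.1% to 38.1% on average (log2 ratio −0.22 ± 0.21, exact p = 0.25, adjusted 0.333).

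**Figure D2:**
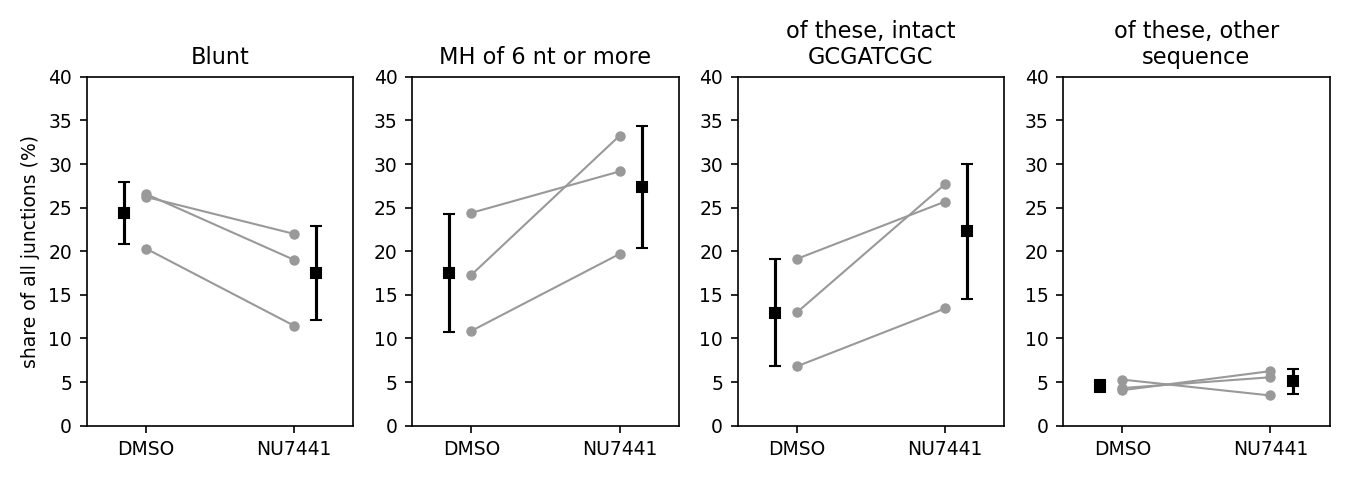
Blunt junctions, junctions with MH of 6 nt or more, and the latter divided into those that read through an intact GCGATCGC and those with other sequence, as % of all junctions in the 3 DMSO and 3 NU7441 libraries. Dots are libraries, lines join the pairs, and black squares with bars give mean ± SD. All 3 pairs rise for MH of 6 nt or more and for the intact motif, and 2 of 3 rise for other sequence.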

Consistent with this idea, junctions were significantly enriched in MHs of six nucleotides or more in cells treated with NU7441 (Fig. 4d). In contrast, the relative frequency of blunt junctions was decreased when DNA-PK was inhibited (Fig. 4d).

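Blunt junctions made up 17.5% ± 5.43 (SD, n = 3) of junctions with NU7441 and 24.4% ± 3.52 with DMSO. They were less frequent in 3 of 3 pairs, with log2 ratios of −0.25, −0.83 and −0.48 and a mean of −0.52 ± 0.29 (exact sign-flip test, p = 0.25, adjusted over the 4 classes 0.333). Both sequencing runs gave the decrease, with −0.54 as the mean of replicates 1 and 2. Of the junctions of NU7441 replicate 2, 40.5% were telomeric, and they count in the shares of all classes. Without replicate 2 the mean log2 ratio of blunt junctions was −0.37. Over proximal prey only it was −0.63. Insertions gave no common direction. They rose in replicate 2 and fell in replicates 1 and 3 (mean log2 ratio 0.16 ± 0.54, exact p = 1), and without replicate 2 the mean was −0.15. Over proximal prey only the mean log2 ratio of insertions was −0.94. The paper, which attributes part of the translocations to NHEJ, raises the possibility that some junctions with very short MH also arise that way.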

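In the NU7441 experiment, insertions were found in 22.3%, 13.3% and 9.56% of the junctions of DMSO replicates 1, 2 and 3. In the 6 DMSO libraries of the CK-666 experiment, they made up 15.2% ± 2.80 (SD, n = 6). An insertion is a stretch of read between bait and prey that aligns to neither at that junction.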

We also observed that 13% of translocations contained additional short insertions. These complex rearrangements did not arise from direct ligation of blunt ends or from annealing of staggered DNA ends between the bait and prey chromosomes (Extended Data Fig. 8a). Of note, HTGTS does not report insertions larger than 30 bp, and therefore insertions may be more frequent than we report. 

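The longest insertion in the 26 AsiSI-MEF libraries was 30 bp, which the paper gives as the largest size that HTGTS reports. Insertions of 20 to 30 bp numbered between 11 and 181 per library.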

To explore the origins of insertion events, we mapped inserts (20–30 bp). Most inserts (>80%) mapped to the vicinity of prey loci, often on the antiparallel strand (Extended Data Fig. 8b). 

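Inserts of 20 to 30 bp were pooled over the 26 AsiSI-MEF libraries and searched for, on both strands, in the mm10 sequence around each prey junction. Of 2131 inserts, 991 or 46.5% (95% Wilson interval 44.4% to 48.6%) matched exactly within 1 kb of the prey, and 92.7% of these lay on the strand antiparallel to the prey. Around the prey of a different junction, 0.939% matched. Allowing up to 2 mismatches raised the share to 65.9%, and widening the search to 10 kb gave 46.7%. The prey made a large difference, since 71.0% (68.5% to 73.4%) of 1296 inserts at proximal prey matched and 8.50% (6.80% to 10.6%) of 835 at other prey. Near the bait, 0.422% matched within 1 kb.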

Insertion analysis suggests that an intermediate step, possibly a transient invasion or annealing event, took place before the ligation that gave rise to a stable translocation. Taken together, these data indicate that alt-EJ and NHEJ both participate in sealing translocation junctions and that breaks, possibly those with longer overhangs, may transiently recombine with proximal sequences.

We hypothesized that DNA-PKcs-dependent end-joining acts downstream of movement-dependent clustering of DSBs in the generation of chromosome translocations. If this is the case, DNA-PKcs inhibition should uncouple translocations from clustering and reveal whether stable translocations could contribute to increased DSB clustering observed by Hi-C (Fig. 1c). Hi-C analysis in NU7441-treated cells revealed that average intrachromosomal interaction frequency surrounding pairs of frequently cut AsiS1 sites was dramatically increased following inhibition of DNA-PKcs (Fig. 4e and Extended Data Fig. 9a, compared to Fig. 1c). Notably, NU7441 treatment did not affect looping index, a measure of clustering, of loci distant from DSBs (Extended Data Fig. 9b). Hence, DNA-PKcs-deficient cells exhibited decreased chromosome translocations despite increased DSB clustering (Fig. 4a,e). This indicates that translocations can be uncoupled from DSB clustering and strongly suggests that stable chromosome translocations are not a main contributor to the level of clustering of DSBS observed by Hi-C analysis. In addition to increased clustering, NU4771-treated cells exhibited altered genomic scaling (*P*(*s*)) that could reflect increased loop density (Extended Data Fig. 9c).

These dramatic changes observed on inhibition of DNA-PKcs may in part be due to the accumulation of unrepaired DSBs as a result of defective NHEJ. This could provide additional substrates for DNA end-resection, leading to increased DSB mobility, clustering and HDR.

## Discussion

DNA damage triggers local signaling to facilitate repair reactions at DNA lesions^48^, subsequent checkpoint activation yielding long-range histone posttranslational modifications within insulated genome boundaries^25,36^ and ARP2/3-mediated DSB mobility^8,16^. Together, these events facilitate the formation of HDR domains. Our studies provide insights into the coordinated, multiscale reorganization of the 3D genome leading to the formation of these repair hubs.

First, we observe DNA damage-dependent, genome-wide changes in chromatin compartmentalization, primarily B to A compartment shifts (Fig. 1a,b and Extended Data Fig. 2). Of note, DSB-induced compartment shifts were attenuated on inhibition of ARP2/3, indicating that nuclear actin-dependent movements facilitate damage-dependent alterations in genome architecture beyond the proximity of DNA lesions (>250 kb away) (Fig. 1b and Extended Data Fig. 2b–d). DNA damage also increases B compartment strength (Extended Data Fig. 2g). We also observed genome-wide increase in the frequency of proximal intrachromosomal contacts following DSB induction, around 2 Mb on *P*(*s*) plots (Extended Data Fig. 3a) and evidence of a modest but consistent increase in loop extrusion features at CTCF sites on DNA damage (Extended Data Fig. 3b,c). Notably, inhibition of DNA-PKcs in damaged cells further increased loop density compared to damaged cells treated with DMSO, perhaps reflecting persistent unrepaired damage and subsequent increased resection in the absence of c-NHEJ machinery (Extended Data Fig. 9b). These changes, along with increased insulation around DSBs (Extended Data Fig. 3d), are consistent with previous reports where cohesin accumulates at sites of DNA damage and promotes extrusion within but not between TADs^36,49–51^.

Second, we provide a genomic view of DSB clustering (Figs. 1c and 2a and Extended Data Fig. 4). These data are consistent with a model in which chromatin flips to the A compartment following damage facilitates DSB clustering and the generation of HDR domains (Fig. 5). Notably, while damage-induced, genome-wide chromosome reorganization, such as clustering of DSBs and compartment flips, is facilitated in part by ARP2/3-dependent forces (Fig. 1b,c), local changes in insulation and loop extrusion are not (Extended Data Fig. 3a,e).

**Fig. 5:**
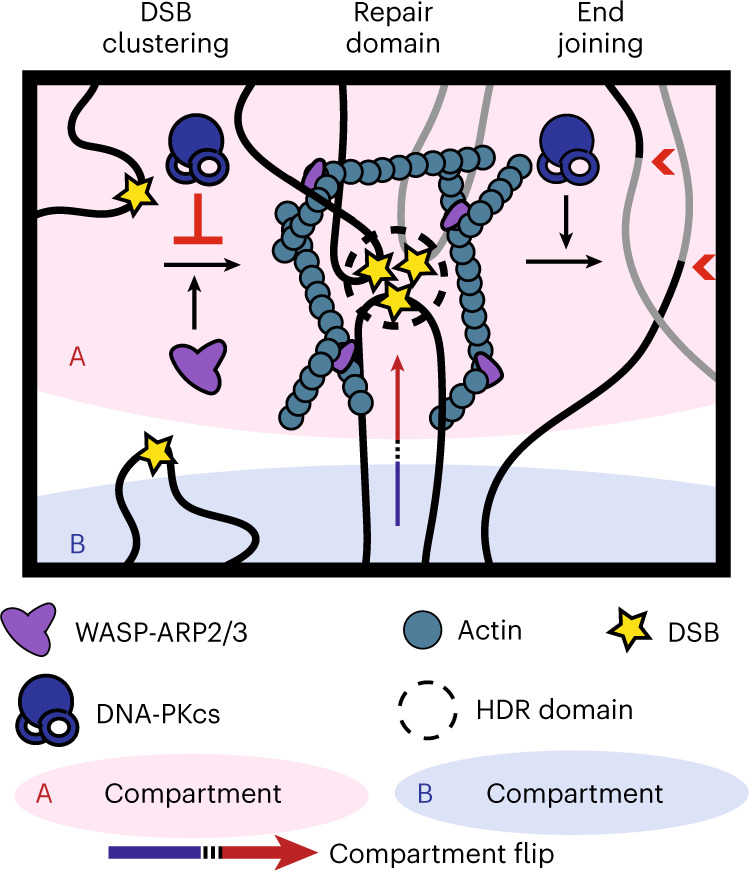
Genome reorganization following DNA damage facilitates translocations. Schematic representation of how multiscale changes in the 3D genome following damage facilitate translocations.

Using high-throughput translocation assays (HTGTS), we show that translocations tend to occur in the A compartment (Fig. 2a and Extended Data Fig. 6d) and that WASP-ARP2/3-nuclear actin-mediated clustering of DSBs increases the risk of chromosomal translocations (Fig. 3), while facilitating homologous recombination^8^. We confirm that HTGTS is a powerful method for identifying translocations with naturally unstable loci, establishing that ARP2/3’s impact on chromosomal rearrangements is not limited to restriction endonuclease-generated DSBs but is also relevant for physiological damage. Nevertheless, the incomplete reduction in clustering monitored by Hi-C and in translocations induced by ARP2/3 inhibition points to additional mechanisms for DSB clustering and pathogenic translocations, which may include different actin nucleators^13,52^ or alternative cytoskeleton proteins^16,17^.

Here we establish that clustering of resected DNA ends arising from transcriptionally active loci is also critical for translocations. We also show that chromosome translocations require an end-joining step^53^ (Fig. 4a,b). We thus propose that translocations are generated by a two-step process (Fig. 5). First, actin nucleators (ARP2/3 initiated by WASP) bring DSBs harboring resected ends into close proximity within A compartment (Fig. 5). Second, resected DNA ends are processed to be compatible with end-joining reactions or, alternatively, transiently invade the translocating locus, capturing additional sequences before end-joining (Fig. 4). This is consistent with frequent insertion events observed previously at translocation junctions^54,55^ as well as in this study (Fig. 4c). Overall, our work highlights the delicate balance between faithful repair and mis-repair at play within HDR domains and the critical roles of actin nucleators and repair proteins in achieving this balance.

## Methods

### Cell culture and drug treatment

AsiSI-MEFs were described before^28^. WT MEFs were obtained from R. Baer (Columbia University). MEFs (WT MEFs and AsiSI-MEFs) were cultured in high-glucose Dulbecco’s modified Eagle’s medium supplemented with l-glutamine, 10% fetal bovine serum and 1% penicillin-streptomycin. ER-AsiSI-MEF cell lines were developed as previously described^28^. Cells were treated with doxycycline (Sigma-Aldrich D3072, 3 μg ml^−1^) for 24 h to induce AsiSI expression. 4OHT (Sigma-Aldrich H7904, 1 μg ml^−1^) was added for the last 6 h of doxycycline treatment to induce AsiSI translocation. Cells were cotreated with DMSO, CK-666 (Sigma-Aldrich SML-006, 100 μM), NU7441 (Selleckchem S2638, 10 μM), or wiskostatin (Sigma-Aldrich W2270, 3 μM) and incubated at 37 °C for 6 h. For the DNA-PKc inhibitor experiments, cells were pretreated with 10 μM NU7441 for 1 h before induction of damage with 4OHT. MEF cells were transfected with plasmids using Neon Transfection System (1,350 V, 30 ms, one pulse). For flag-actin experiments, AsiSI-MEF cells were transfected with Flag-actin^R62D^–NLS 24 h before induction of AsiSI expression. For cas9 experiments, WT MEF cells were transfected with single-guide RNA (5′-CCCTGTCCCAGCGATCGCGC-3′) targeting Chr. 2 48 h before cell lysis.

### Hi-C

Chromosome conformation capture experiments were performed as previously described^33^ with some modifications. Briefly, 5 million cells per library were crosslinked with 1% formaldehyde and lysed. After digesting chromatin with 400 units of DpnII overnight, DNA ends were labeled with biotinylated dATP using 50 units Klenow DNA polymerase. Blunt-end ligation was performed with 50 units T4 Ligase at 16 °C for 4 h, followed by reverse crosslinking with 400 μg ml^−1^ proteinase k at 65 °C overnight. DNA was purified using phenol/chloroform extraction and ethanol precipitation, and concentrated on a 30 kDa Amicon Ultra column. Biotin was removed from unligated ends in 50 μl reactions using 50 units of T4 DNA polymerase per 5 mg of DNA. Following DNA sonication (Covaris S220) and Ampure XP size fractionation to generate DNA fragments of 100–300 bp, DNA ends were repaired using 7.5 units of T4 DNA polymerase, 25 units of T4 polynucleotide kinase and 2.5 units of Klenow DNA polymerase. Libraries were enriched for ligation products by biotin pulldown with MyOne streptavidin C1 beads. To prepare for sequencing, A-tailing was performed using 15 units of Klenow DNA polymerase (3′–5′ exo-) and Illumina TruSeq DNA LT Kit Set A indexed adapters were ligated. Libraries were amplified in PCR reactions for 5–7 cycles and subjected to Ampure XP size selection before sequencing on an Illumina HiSeq 4000 machine using the Paired End 50 bp module. Two biological replicates were performed for each condition.

### Hi-C analysis

Paired-end 50-bp reads were processed using the distiller pipeline^56^. First, reads from MEF libraries were mapped to mm10 using BWA-MEM (BWA-0.7.17 (r1188)) in single-sided mode (-SP). Alignments were then parsed, classified and filtered using pairtools^56^. The resulting valid pairs included uniquely mapped and rescued pairs with a minimum mapping quality of 30. To have equal read depth, individual deduplicated replicate libraries were downsampled to 56,446,063 unique valid pairs each, and biological replicates were pooled where indicated for a total of 112,892,126 unique valid pairs. Valid pairs were aggregated into binned contact matrices and kept as multi-resolution cooler files^57^ for subsequent analyses. All Hi-C contact matrices were normalized by iterative correction^31^, excluding the first two diagonals. Downstream analyses were performed using cooltools v.0.3.2 (ref. 58) unless otherwise indicated, python v.3.7.10 and matplotlib version 3.5.2 (ref. 59). Hi-C interaction heatmaps were generated from balanced 250-kb resolution cooler files using cooler ‘show’.

The average contact probability (*P*(*s*)) as a function of genomic distance was calculated using ‘compute-expected’ from cooltools v.0.4.0 (ref. 58). The ‘diagsum’ function was applied to balanced data binned at 1 kb to compute expected, which was then parsed into log-spaced bins of genomic distance using ‘logbin-expected’. The rate of contact frequency decay as genomic distance increases, the *P*(*s*) derivative, was determined using ‘combine_binned_expected’ and provides a highly informative representation of Hi-C data.

Active and inactive chromatin compartments were assigned based on eigenvector decomposition of observed/expected *cis* contact matrices binned at 250 kb resolution using the cooltools ‘call-compartments’ function. In this case, the EV1 was phased according to a positive correlation with gene density with assignment of A (EV1 > 0) or B (EV1 < 0) compartment identity based on high or low gene density, respectively. Saddle plots for *cis* interactions were generated using cooltools ‘compute-saddle’. The ranked 250-kb EV1 values for each library were binned into 30 equal quantiles after excluding the outer 0.2 percentiles of the data. Average observed/expected interactions between bins were then used to build an interaction matrix stratified by these similar EV1 values. The saddle strength is a measure of the relative average observed/expected frequency of interactions within the A or B compartment and can be quantified by taking the average interaction frequency of each A-A or B-B quantile bin or bins divided by the corresponding A-B and B-A bins^32^. Visually, this corresponds to the ratio of the upper left (B-B) or lower right corner (A-A) bins of the saddle plot versus the lower left or upper right corners, respectively. The cumulative ratio for the A (right to left) and B (left to right) compartment, or saddle strength, was plotted above the matrix as indicated in Extended Data Fig. 2e.

Average observed/expected Hi-C interaction frequencies aggregated at subsets of genomic loci were determined using the cooltools ‘snipping’ function. To examine DSB clustering, all pairwise *cis* interactions between bin-aligned top 97-digested AsiS1 sites (Supplementary Table 1) were aggregated at 25 kb resolution with a 2 Mb flanking window. The DSB cluster enrichment score was calculated by taking the ratio of the average Hi-C interaction frequency in the 5 × 5 central bins (25 kb radius) and the average interaction frequency of the remaining bins (125 kb–1 Mb radius). To evaluate the possibility of random clustering, non-AsiS1 loci were selected with the following constraints: (1) undamaged loci had a minimum genomic distance of least 125 kb from any AsiS1 consensus site. (2) The whole chromosome distribution of undamaged loci was equivalent to that of the top 97. (3) The A or B compartment identity (based on EV1 from the undamaged control) was equivalent to that of the top 97. These non-AsiS1 loci were randomly selected with the aforementioned constraints 100 separate times and the average DSB enrichment scores ±s.d. for pairwise *cis* interactions were calculated as described. Loop extrusion features were explored by examining aggregate Hi-C interactions at and around directional CTCF sites. CTCF positions were determined using a previously published CTCF chromatin immunoprecipitation with sequencing dataset from MEFs^60^ (sample GSM2635593). Peaks were called using MACS3 (https://github.com/macs3-project/MACS) with the default ‘callpeak’ parameters and candidate CTCF motifs, generated in HOMER^61^ using a published vertebrate consensus^62^, within 200 bp of these peaks were selected. For pileups, top CTCF sites (13,927 total) were oriented based on the direction of the consensus motif and aggregated at 5 kb bin resolution with a 100 kb flanking window. Loop aggregate plots were generated by considering all possible pairwise combinations of convergent CTCF sites on *cis* chromosomes with a genomic distance of 25–1,000 kb (64,044 possible loops). Loop scores were calculated by taking the ratio of the average Hi-C interaction frequency in the 5 × 5 central bins (25 kb radius) and the average interaction frequency of the remaining bins (25–100 kb radius).

### HTGTS

HTGTS was performed as previously described^42^. Briefly, genomic DNA was collected using phenol/chloroform extraction, sonicated (Covaris S220), and amplified using biotin (5′ Bio-TGGAGAGCGATGAACTGGATC 3′) and nested (5′-NNNNNN***Barcode****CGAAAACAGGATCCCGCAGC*-3′) primers targeting chromosome 2 (chr. 2 13271321). For the nested primer, random nucleotides were added before the barcode to increase library diversity. Sequencing was performed on an Illumina MiSeq sequencer. All primers were purchased from Sigma.

### High-throughput genome-wide translocation analysis

Burrows–Wheeler Aligner was used to align sequences to the mm10 (MEF) genome. Using established pipelines (https://github.com/robinmeyers/transloc_pipeline), reads were filtered with the default parameters. All reads had good mapping quality (mapping quality >30). For translocation frequency, final reads were binned by 100 kb windows genome wide. For each experiment, the number of reads in each window was normalized to the corresponding number of bait-only sequences obtained from the pipeline allowing us to compare translocation frequency between libraries. Genome coordinates of prey sequences were annotated using R package ChIPseeker^63^, which retrieved the location of each prey sequence (Promoter, Gene Body or Intergenic Region). MH analysis was carried out as previously described^46^. MH was defined as the overlapping homologous sequence between the bait and the prey site.

### Quantification of AsiSI-induced DSBs

END-seq experiments and spike-in assays were performed as previously described^28,64^. AsiSI cutting efficiency at specific sites was measured by quantitative PCR^65^ using delta-delta Ct to compare samples ±4OHT. Primers used as follows: site 1 (5′-GTGGGTGTGATTAGGGACCTG-3′, 5′-TGGCCGGATTTTGTGTGC-3′) and site 2 (5′-GACCTGCTCCTCCCACTGTA-3′, 5′-CGGGCCTCTTTCTTATGGTAATGA-3′). Ct was normalized for DNA content using primers distant from any AsiSI motifs (5′-GGACAATGACCGCGTGTTTT-3′, 5′-AACAGCAGGCGCTCTATACC-3′). All primers were purchased from Sigma.

### Gene set-enrichment analysis

GSEAPreranked was used to assess the enrichment of the frequently cut AsiSI sites in transcriptionally active regions. The transcriptional profile of MEF cell line was downloaded from GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE29278 (ref. 66) to create the preranked gene list with the level of gene expression as the input. The rank was based on a counts per million value or the number of reads per bin/number of mapped reads (in millions). The null hypothesis is that for ranked bins (counts per million from high to low), AsiSI sites are randomly distributed throughout the list. The closest gene to each AsISI site was collected to make the gene set *.gmt file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-022-00893-6.

## Supplementary information

Reporting Summary

Supplementary Table 1 Frequently cut AsiSI sites in MEF cells.

## Data Availability

High-throughput sequencing data have been deposited to Gene Expression Omnibus under accession number GSE183059. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 8 Statistical source data.

# Supplementary material for: Multiscale reorganization of the genome following DNA damage facilitates chromosome translocations via nuclear actin polymerization
**Source:** Nat Struct Mol Biol. 2022 Dec 23;30(1):99–106. doi: 10.1038/s41594-022-00893-6
**Supplement:** Supplementary file 2 — Frequently cut AsiSI sites in MEF cells.

Table 1: Frequently Cut AsiSI Sites in MEF Cells

| #  | Chromosome | AsiSI Locus |
|----|------------|-------------|
| 1  | 15         | 50869523    |
| 2  | 15         | 50889504    |
| 3  | 4          | 84884346    |
| 4  | 4          | 84884768    |
| 5  | 4          | 36951817    |
| 6  | 3          | 88531590    |
| 7  | 5          | 115632484   |
| 8  | 2          | 13271321    |
| 9  | 3          | 38885772    |
| 10 | 8          | 70283477    |
| 11 | 18         | 35772093    |
| 12 | 8          | 106210922   |
| 13 | 2          | 156144264   |
| 14 | 1          | 125435720   |
| 15 | 16         | 20516989    |
| 16 | 1          | 143739620   |
| 17 | 2          | 153649707   |
| 18 | 11         | 53351764    |
| 19 | 8          | 117256845   |
| 20 | 8          | 117257071   |
| 21 | 19         | 57361708    |
| 22 | 7          | 90443295    |
| 23 | 9          | 121477514   |
| 24 | 8          | 84903341    |
| 25 | 8          | 84952955    |
| 26 | 5          | 92505504    |
| 27 | 11         | 94677356    |
| 28 | 15         | 61986466    |
| 29 | 11         | 120784167   |
| 30 | 7          | 44246798    |
| 31 | 11         | 98203685    |
| 32 | 8          | 60982849    |
| 33 | 5          | 73292854    |
| 34 | 2          | 157135299   |
| 35 | 4          | 155841144   |
| 36 | 12         | 111039093   |

|    |    |           |
|----|----|-----------|
| 37 | 8  | 94666718  |
| 38 | 8  | 94696176  |
| 39 | 1  | 89454603  |
| 40 | 2  | 32236007  |
| 41 | 3  | 96102864  |
| 42 | 3  | 96172445  |
| 43 | 11 | 72607662  |
| 44 | 8  | 121829355 |
| 45 | 8  | 36094686  |
| 46 | 8  | 36094829  |
| 47 | 6  | 22187041  |
| 48 | 19 | 5804069   |
| 49 | 9  | 106247878 |
| 50 | 2  | 20968934  |
| 51 | 17 | 74295650  |
| 52 | 2  | 113847998 |
| 53 | 5  | 100429798 |
| 54 | 10 | 85185209  |
| 55 | 1  | 64121479  |
| 56 | 7  | 4996048   |
| 57 | 5  | 129019783 |
| 58 | 5  | 77265643  |
| 59 | 9  | 64020793  |
| 60 | 18 | 84087717  |
| 61 | 8  | 64849551  |
| 62 | 15 | 82147584  |
| 63 | 5  | 88675800  |
| 64 | 6  | 53287104  |
| 65 | 8  | 124663162 |
| 66 | 11 | 103267393 |
| 67 | 11 | 96777639  |
| 68 | 11 | 117076963 |
| 69 | 4  | 139192793 |
| 70 | 5  | 3596403   |
| 71 | 7  | 112679954 |
| 72 | 3  | 9004217   |
| 73 | 6  | 124662923 |
| 74 | 2  | 151003957 |
| 75 | 3  | 60501517  |

|    |    |           |
|----|----|-----------|
| 76 | 3  | 87906863  |
| 77 | 1  | 131138137 |
| 78 | 17 | 86167911  |
| 79 | 4  | 82505316  |
| 80 | 10 | 53379805  |
| 81 | 8  | 127064666 |
| 82 | 2  | 157424637 |
| 83 | 2  | 31974705  |
| 84 | 4  | 155694866 |
| 85 | 19 | 55743775  |
| 86 | 18 | 67641762  |
| 87 | 4  | 119294816 |
| 88 | 7  | 46795644  |
| 89 | 15 | 6386610   |
| 90 | 1  | 133131828 |
| 91 | X  | 8192815   |
| 92 | 3  | 139074691 |
| 93 | 4  | 46650592  |
| 94 | X  | 48594181  |
| 95 | 10 | 78574874  |
| 96 | 11 | 102407784 |
| 97 | 11 | 51619998  |

How the deposited data were processed for this re-analysis (not part of the article)

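Junctions of a fixed break on chromosome 2 were measured by HTGTS in 32 libraries of mouse embryonic fibroblasts. AsiSI-MEFs gave 26 of them: 6 with CK-666 and 6 with DMSO, 2 with wiskostatin and 2 with DMSO, 2 with actin R62D-NLS and 2 with empty vector, and 3 with NU7441 and 3 with DMSO. Wild-type MEFs with a Cas9-induced bait gave the other 6, 3 with CK-666 and 3 with DMSO. Condition and replicate number were taken from the sample labels and the paper. The labels give the genotype of all these cells as WT, and the paper gives AsiSI-MEFs for 26 of the libraries. The series lists 44 samples, and its 12 Hi-C samples were not analysed here.

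The authors sonicated genomic DNA, amplified from the bait with a biotinylated and a nested primer, sequenced on an Illumina MiSeq, aligned to mm10 with the Burrows–Wheeler Aligner and filtered with the HTGTS pipeline at default parameters, whose version the paper does not state. Each deposited table holds 1 library without pooling, with 1 line per junction that passed all filters, a mapping quality over 30 and removal of duplicates. Its columns are genome positions and strands of bait and prey, positions on the read, and the number of read bases between bait and prey. No values are normalized. The bait-only sequences to which the paper normalizes its frequencies were not used here, so junction numbers are raw and all other values are shares within a library. In each table the bait was checked to lie on chromosome 2 at the break at position 13271321, and no junction lay past the end of its chromosome in the mm10 reference. The tables hold 148726 junctions.

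Shares were computed over junctions on chromosomes 1 to 19, X and Y more than 10 kb from the bait break. The AsiSI motifs were the 1109 in the paper's source data, of which 97 are its frequently cut sites. Proximal prey lie under 500 bp from a motif and distal prey more than 10 kb from any motif. MH is the overlap of bait and prey on the read, counted as long from 6 nt and as short from 1 to 5 nt. Promoters reach 3 kb on either side of an annotated transcription start. Inserts of 20 to 30 bp were searched for within 1 kb of the prey on both strands. Repeat windows are the 11 windows of 10 kb that held at least 20 junctions over the Cas9 libraries, more than 10 kb from a motif and more than 5 Mb from the bait. Telomeric junctions have at least 3 telomeric repeat units after the bait.

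Junctions more than 10 kb from the bait numbered between 1133 and 5829 per library with DMSO in the CK-666 experiment (median 3170.5) and between 335 and 6116 with CK-666 (median 2188.5). The NU7441 libraries held 1928, 1300 and 6348 and their controls 4567, 2442 and 17479. Wiskostatin libraries held 4249 and 5031 (controls 11939 and 4737), and actin R62D libraries 4994 and 1609 (controls 8023 and 997). With the Cas9 bait there were 4731, 4069 and 2548 with CK-666 and 2536, 3154 and 2376 with DMSO. Precision is given as 95% Wilson intervals per library and as the SD over libraries.

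Treated and control libraries were paired by the replicate number of the sample labels, because the paper's source data for Fig. 3b, Fig. 4b and Extended Data Fig. 7 give frequencies with each control set to 1 within its replicate, and the libraries of each pair carry read names of the same sequencing run. The replicate numbers of the source data could not be matched to those of the labels, so the source data were used as means only. The pairing was also checked by correlating log2 shares of 1-Mb windows with at least 50 junctions, centred within each condition. Libraries of the same number correlated at a mean of 0.25 for CK-666 (0.0248 to 0.619 by pair), 0.62 for the Cas9 bait (0.351 to 0.859), 0.57 for NU7441 (0.273 to 0.721), 0.44 for actin R62D and 0.06 for wiskostatin. Libraries of different numbers were not set against these, because the centring fixes their mean near a negative value. For CK-666 and wiskostatin, where some of these values are close to 0, the pairing rests on the source data and the runs. Effects are mean log2 ratios of treated to control over pairs, with an exact 2-sided test that flips the sign of whole pairs. The smallest p it can give is 0.03125 with 6 pairs and 0.25 with 3. With 2 pairs no test was made. P-values were adjusted by the method of Benjamini and Hochberg over the 3 shares under CK-666 and over the 4 junction classes under NU7441. Windows of 100 kb with at least 10 junctions were compared by limma with a mean-variance trend on log2 of junctions plus 0.5 per library total plus 1, times 1000, with the pair as a factor and an adjusted p under 0.05. The fit was tested on simulated data with changes of 1 and 2 on the log2 scale. The simulated junction numbers had a fixed noise level that was not estimated from the data. They had no differences between pairs beyond library size. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

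Comparisons, tests and a list of alternatives were set before the data were examined. The alternatives were: junctions near the bait included, the region from 11 to 16 Mb left out, each position counted 1 time, no pairing, each replicate left out in turn, the 97 frequently cut sites as the list of motifs, proximal prey under 1 kb, distal prey over 100 kb, long MH from 7 nt, proximal prey only, windows with at least 50 junctions, windows of 1 Mb, a pseudocount of 2, scaling by the median of ratios, recurrence at the same position or within 10 kb, END-seq signal compared within the 97 sites or with junctions within 2 kb, promoters of 1 kb, and inserts searched for within 10 kb or with up to 2 mismatches. A further alternative, which leaves out repeat windows and telomeric junctions, was chosen after seeing the data.

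The sites named were fixed by rule: the bait (DSB no. 8) and DSB no. 50, which the paper names; the 10 AsiSI sites with the most junctions within 500 bp over the 6 DMSO libraries of the CK-666 experiment; the 5 bins of 1 Mb on chromosome 2 with the most junctions outside 11 to 16 Mb; and the 5 windows with the largest change past the threshold that moved the same way in every pair, of which there were 0. Hi-C contacts, imaging, END-seq reads and frequencies per bait-only sequence were not analysed here.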

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

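The tests in this part were chosen only after the results were seen, except the count at sequences 1 mismatch from the AsiSI motif and the count at shifted positions.

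In the 6 DMSO and 6 CK-666 libraries of AsiSI-MEFs, 12 measures were checked in each condition for a library far from the others. Of these 24 checks 4 found such a library, where chance gives about 1.2. DMSO replicate 3 had a proximal share of 64.2%, against 74.5% to 80.5% in the other 5, and a telomeric share of 0.669%, against 0% to 0.129%. CK-666 replicate 3 had a telomeric share of 0.229%, against 0% to 0.0723%. CK-666 replicate 4 had 10.1% of its junctions within 10 kb of the bait, against 6.34% to 7.55%. Replicate 3 of both conditions also had the largest share in repeat windows, 13.4% with DMSO (others 0.747% to 9.48%) and 21.0% with CK-666 (others 0% to 10.2%). Shallow sequencing argues little here, since these libraries were the deepest of their conditions, with 5829 and 6116 junctions. Without repeat windows and telomeric junctions the mean proximal share over the 6 DMSO libraries was 80.1%, against 74.6% with them, so more repeat sequence may lower the share in replicate 3. What set replicate 3 apart from replicates 4 to 6 of the same run is open, and for the share near the bait in CK-666 replicate 4 no cause was tested. The replicates of a condition do not differ by design, and no biological explanation was tested.

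The effect of CK-666 on the intrachromosomal share differed between the baits. The mean log2 ratio was −0.01 over 6 pairs with the AsiSI bait and −0.15 over 3 pairs with the Cas9 bait, a difference of 0.135 (exact permutation of the pairs over 84 labelings, 2-sided p = 0.0238). For the junction number the difference was −1.01 (exact p = 0.202). Telomeric and repeat junctions as the whole cause are argued against, because without them the difference was 0.132 with the same p. The baits also differ in cell line, nuclease, number of break sites and sequencing run, and these cannot be told apart because each Cas9 library shares all of them. A dependence of the ARP2/3 effect on the number of breaks is a possible explanation that stays untested.

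Telomeric repeats followed the bait in 40.5% of the junctions of NU7441 replicate 2, 46.1% of Cas9 DMSO replicate 2 and 60.1% of Cas9 CK-666 replicate 2, which are 527, 1455 and 2445 junctions. The other 29 libraries held 0% to 4.52%, and the paper does not report on telomeric prey. Random telomeric sequence is argued against, since 97.8% of the 4427 junctions read CCCTAA after the bait and not TTAGGG. Reads of the Cas9 libraries in the NU7441 library are argued against as well: 0% of its telomeric junctions ended on the bait base most common with Cas9, where the Cas9 pair had 22.6% and 23.3%. A few molecules amplified many times cannot be told apart from many events. The 5 most frequent combinations of bait end and first telomeric bases held 53.1% to 61.2% of these junctions. The distinct combinations numbered 105 in the NU7441 library, 240 in the Cas9 DMSO library and 387 in the Cas9 CK-666 library. In the 15 other libraries with at least 20 telomeric junctions, 5 combinations held 46.9% to 80%. Those libraries held only 20 to 214 telomeric junctions, so this comparison decides little. The mapped prey positions were many, 454 to 1661 per library. A candidate explanation is that ends of chromosomes were joined to the bait, since reading inward from a chromosome end gives CCCTAA. NU7441 and Cas9 cannot be its common factor alone, since the other replicates of these conditions held at most 4.52%, and the design names nothing that these 3 libraries share.

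At 4 sites without a listed motif, chosen after their values were seen, 504 junctions of AsiSI-MEF libraries lay within 10 bp of a sequence 1 mismatch from the AsiSI motif. They are chromosome 9 from 42264147 to 42264154 (GCGACCGC, untranslated region of Sc5d, 202 junctions), chromosome 13 from 93498846 to 93498853 (GCGACCGC, coding exon of Jmy, 147), chromosome 10 from 82859688 to 82859695 (GCAATCGC, intron of Txnrd1, 79) and chromosome 1 from 119504493 to 119504500 (GCAATCGC, intron of Ralb, 76). They were found in 26, 26, 21 and 22 of the 26 AsiSI-MEF libraries. Together they made up 2.74% of 18419 distal junctions outside repeat windows, and the Cas9 libraries had 7 of 12163 there. General cutting of GCGACCGC by AsiSI is argued against. With these 4 sites left out of all rates, the other GCGACCGC sites had 0.367 junctions per 1000 sites, and the other 11 sequences 1 mismatch away 0.504. The 4 junctions behind the first rate equal the number at positions shifted by 2 kb. That these other sites hold few junctions follows in part from leaving out the highest, so the count was also made over all of them. Within 1 kb of a transcription start, 2 of 1234 GCGACCGC sites had 2 or more junctions within 10 bp, which are the 2 named here, against 76.0% of 338 listed motifs. That comparison was made after the results were seen. A strain variant that gives the cells a full motif stays open. Only 3 reads at the GCGACCGC sites and 2 at the GCAATCGC sites cross the mismatched base beyond the bait, and 66.7% and 100% of them carry the motif's base. The sites differ. The 2 reads at Sc5d and the 2 at Ralb carry the motif's base, the 1 at Jmy carries the reference base, and Txnrd1 has 0 reads. In the bases that follow, 0% of the reads at Sc5d and at Jmy matched the reference, against 100% at Ralb. The calls at Sc5d and Jmy are therefore uncertain. An earlier form of this test also counted bases within the overlap with the bait and was replaced after its result was seen, because such bases can come from the bait. The variant may explain these sites, but cannot be told apart from cutting of single mismatched sites with so few reads. No biological explanation was tested.

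The Cas9 libraries held 659 junctions within 500 bp of AsiSI motifs other than the bait, from 0.539% to 6.74% of a library, although the paper names no AsiSI in these cells. Of them 60.4% lay at the frequently cut sites. Background at random positions is argued against, as 6 junctions lay as close to positions shifted by 20 kb. Reads carried over from AsiSI-MEF libraries of the same sequencing run were tested in several ways. In a first test, 3000 junctions at motifs drawn from that run matched 47.9% of the forms (position, strand, bait end and overlap) at motifs in the Cas9 libraries, and those of 4 other runs matched 35.5% to 53.2%. In a second test, chosen after that result, forms seen only in that run were found among the Cas9 libraries 0 times in 1816, and forms seen only in another run 49 times in 24359 (Fisher exact p = 0.0480). This contrast decides little, since 41 of the 49 came from 1 run, and without it the count was 8 in 8486 (Fisher exact p = 0.365). In a further test, added after these, 320 of the 495 forms in the Cas9 libraries also occurred in AsiSI-MEF libraries of their own run. Forms seen only there hold 26.7% of its junctions at motifs, so carry-over of its junctions with equal chance would give about 85.3 such forms, and 0 were found (exact binomial p = 7.78e-44). The other 175 forms were absent from that run. Carry-over within the run as the whole source is thus argued against. Of the junctions at motifs, 63.9% had MH of 6 nt or more, against 29.0% at motifs in AsiSI-MEFs and 7.13% at distal prey with Cas9. Carry-over from other libraries in the laboratory, and AsiSI activity in these cells, whose labels also name 4OHT, stay open.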

How the results depend on the processing

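Of 286 values computed for 35 results under an alternative, 253 under alternatives set in advance and 33 with repeat windows and telomeric junctions left out, 256 changed neither their direction nor their side of the threshold, or, for a value with no test, moved by less than the spread between replicates. Of the rest 13 moved further, 7 with a test changed direction and 10 passed a threshold that the reported value did not pass. Values with no test were judged by the spread alone, so the changes of sign for wiskostatin and actin R62D named below are not among the 7. Where a value changed, the cause was not tested unless stated.

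With distances taken to the 97 frequently cut sites only, the proximal share in the 6 DMSO libraries was 47.3% and the distal share 50.6%, by construction, since junctions at the other motifs are no longer proximal. Counting each position 1 time moved the median distance of proximal junctions to 5 bp. Among proximal prey only, MH of 6 nt or more made up 25.0% and insertions 8.24% in the DMSO libraries of the NU7441 experiment. Recurrence of distal junctions fell to 12.6% when the same position was required, by construction. With promoters of 1 kb, 93.0% of proximal and 26.8% of distal junctions lay in promoters, also by construction. With up to 2 mismatches, 65.9% of inserts matched near the prey. With repeat windows and telomeric junctions left out, the distal share was 16.5%, recurrence 13.1%, the promoter share of distal junctions 21.0% and the matched inserts 50%.

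The leave-one-out values of shares with no test ranged from 73.4% to 76.7% for proximal and from 20.4% to 23.2% for distal prey. They ranged from 32.3% to 43.2% for the recurrence of distal junctions. For MH of 6 nt or more they lay between 14.1% and 20.9%, for MH of 1 to 5 nt between 38.1% and 47.5%, for blunt junctions between 23.3% and 26.4% and for insertions between 11.4% and 17.8%. The proximal share with the Cas9 bait ran from 0.90% to 2.90% with DMSO and from 3.36% to 6.33% with CK-666. Without replicate 3 the DMSO mean was lowest, 0.900% against 2.12%.

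Under CK-666 the junction number stayed lower on average in each fit that left out 1 replicate, from −0.77 to −0.17 (log2), weakest without replicate 2, and the proximal share from −0.09 to −0.02. The intrachromosomal share ran from −0.0234 to 0.0035 and changed sign without replicate 1. The distal share ran from −0.0297, without replicate 1, to 0.220, and was 0.24 with repeat windows and telomeric junctions left out. With the Cas9 bait the intrachromosomal share ran from −0.20 to −0.12. Single pairs are all that remains when 1 of 2 replicates is left out. For wiskostatin they were −1.49 and 0.09 for the number, 0.13 and −0.02 for the intrachromosomal, 0.23 and −0.0038 for the proximal and −0.35 and 0.01 for the distal share, so each changes sign. For actin R62D the number (−0.68 and 0.69) and the intrachromosomal share (0.10 and −0.10) change sign, and the proximal (0.15 and 0.05) and distal shares (−0.23 and −0.33) do not.

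Under NU7441 the number ran from −1.35 to −1.08 without 1 replicate each, MH of 6 nt or more from 0.56 to 0.90, MH of 1 to 5 nt from −0.32 to −0.11 and blunt junctions from −0.65 to −0.37. These 4 kept their direction under each alternative that was run. The intrachromosomal share ran from −0.349, without replicate 3, to 0.127, without replicate 2, and was 0.014 with repeat windows and telomeric junctions left out, where telomeric junctions alone are 40.5% of replicate 2. The insertion share ran from −0.15, without replicate 2, to 0.339. It was −0.94 among proximal prey only and −0.049 without repeat windows and telomeric junctions. No alternative could bring these tests under 0.05. With 3 pairs the exact sign-flip test allows no p under 0.25, and the test without pairing cannot reach 0.05 either.

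Without the pairing as a block, permutation p-values were 0.494 for the number, 0.851 for the intrachromosomal, 0.643 for the proximal and 0.723 for the distal share under CK-666, and 0.5 for the Cas9 bait. Under NU7441 they were 0.4 for the number, 0.8 for the intrachromosomal share and 0.2, 0.6, 0.2 and 0.9 for MH of 6 nt or more, MH of 1 to 5 nt, blunt junctions and insertions. Ignoring the pairing changed no call under CK-666 with 6 pairs. With 3 pairs neither test can reach 0.05, so the same calls there show nothing.

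The number of 100-kb windows past an adjusted p of 0.05 under CK-666 was 0 in the reported fit (6 of 271 at an unadjusted p under 0.05) and 0 under each alternative that was run, with 0 to 13 windows at an unadjusted p under 0.05. Under NU7441 it was 0 of 295 (53 at an unadjusted p under 0.05) and depended on the settings. It was 1 with the bait region included, 10 with each position counted 1 time (4 higher, 6 lower), 7 among windows with 50 or more junctions (1 higher, 6 lower), 8 with 1-Mb windows (2 higher, 6 lower), 47 with a pseudocount of 2 (44 higher, 3 lower), 26 with the median of ratios (7 higher, 19 lower), 44 with repeat windows and telomeric junctions left out (29 higher, 15 lower), and from 5 to 15 across the 3 fits that each left out 1 replicate (6 without replicate 1, 15 without replicate 2, 5 without replicate 3). It stayed 0 with chromosome 2 from 11 to 16 Mb left out (53 unadjusted) and with no pairing (23 unadjusted). The smallest adjusted p was 0.060 as reported and ran from 2.79e-06 to 0.555 over these alternatives. The pseudocount of 2 moved the median log2 ratio over all windows from 0.24 to 0.51, and under CK-666 from 0.01 to 0.21, so its count also holds a shift common to all windows, as it pulls windows of the smaller library up. Both fits miss changes. On simulated data of the same size they recovered 79.7% (CK-666) and 47.8% (NU7441) of changes of 2 on the log2 scale and 17.2% and 5.71% of changes of 1. The simulated noise was assumed, so recovery in the real data may be lower.

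Some alternatives gave no value of their own. Proximal prey under 1 kb leave the distal share as it is, and distal prey over 100 kb the proximal share. Without pairing, no test was made for wiskostatin or actin R62D, which have 2 pairs each. Frequencies with denominators implied by the paper's source data for Fig. 3b were not run, because the denominators implied by its proximal and by its distal values differed by a factor of 0.798 to 3.41, and by over 1.5 times in 8 of 12 libraries, when matched by replicate number. That match is uncertain, but in each of the 720 possible assignments of its replicates to the pairs at least 4 of 12 libraries differed by over 1.5 times.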

Differences from the paper's values

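The share of inserts of 20 to 30 bp found near the prey was 46.5% against the paper's 80%. The paper states its share as a lower limit. Of the alternatives set before the data were examined, a match with up to 2 mismatches (65.9%) came within 1.5 times of it but stayed below, and a search within 10 kb (46.7%) did not come that close. With up to 2 mismatches the share was 92.5% at proximal prey, above the paper's limit, and 24.7% at other prey. Distal junctions per proximal junction in the 6 DMSO libraries numbered 0.303, against the paper's 0.181 from the means in its source data for Fig. 3b. Of the alternatives set before the data were examined, distal prey over 100 kb (0.257) and leaving out replicate 3 (0.266) narrowed this gap to less than 1.5 times and stayed above the paper's value. Those that did not were the bait region included (0.276), chromosome 2 from 11 to 16 Mb left out (0.300), each position counted 1 time (0.402), the 97 frequently cut sites (1.08), proximal prey under 1 kb (0.301) and leaving out replicates 1, 2, 4, 5 or 6 (0.302 to 0.322). Leaving out repeat windows and telomeric junctions, which was chosen after seeing the values, gave 0.208, also above it. The promoter share of distal junctions was 41.5% against the paper's 23.0% in its source data for Extended Data Fig. 6g. Promoters of 1 kb (26.8%), an alternative set before the data were examined, came within the spread between replicates of the paper's value. So did leaving out repeat windows and telomeric junctions (21.0%), which was chosen after seeing the values.

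Several directions also differ, where the paper's frequencies are per bait-only sequence and the values here are raw numbers or shares, so that the measures are not the same. The paper reports fewer junctions with CK-666 in AsiSI-MEFs, and the raw number was lower in 3 of 6 pairs and higher in 3. It reports a loss of distal prey with CK-666, and their share of junctions was higher in 4 of 6 pairs. Distal junctions per proximal junction do not differ in direction. The means in the paper's source data for Fig. 3b give 0.181 with DMSO and 0.223 with CK-666. Here they numbered 0.303 ± 0.0972 (SD) and 0.365 ± 0.211. The paper reports fewer translocations with wiskostatin and with actin R62D-NLS. The raw number fell in 1 of 2 pairs and rose in the other for each. With the Cas9 bait it reports a lower intrachromosomal frequency under CK-666, where the intrachromosomal share was lower but the raw number of all junctions higher in 3 of 3 pairs. Without repeat windows and telomeric junctions, which was chosen after seeing the values, the number was higher in 2 of 3 pairs. It describes distal prey as not enriched at promoters, and 41.5% of them lay in promoters, which cover 11.6% of the genome, or 21.0% without repeat windows and telomeric junctions.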

Other observations

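Some tests in this part were chosen only after the results were seen. They are those on proximal against distal prey, the bait end of distal junctions, recurrence and the distal share. The comparisons of junction classes under CK-666 and of proximal and distal shares under NU7441 were not planned. The others were written down first.

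MH of 6 nt or more at proximal prey lay mostly in the AsiSI motif itself. Over the 26 AsiSI-MEF libraries, 79.1% of 22791 such junctions read through an intact GCGATCGC, from 69.9% to 94.6% by library. Bait and prey both carry this motif, so 2 AsiSI ends joined without loss of a base count as an overlap of at least 8 nt. A candidate explanation is therefore that most of this class at proximal prey are joined AsiSI ends and need no annealing of resected ends, and the overlap alone does not distinguish these routes. The share with MH of 6 nt or more was higher at proximal than at distal prey in 25 of 26 libraries. The rule set for this test asked for all 26, and binomial tests were added after the count was seen. By these, variation by chance between libraries is argued against, by the count of 25 (exact binomial p = 8.05e-07) and by 14 of 14 libraries outside the CK-666 experiment (exact binomial p = 0.000122), where the proximal share was 1.40 to 18.6 times the distal share. DMSO replicate 5 (50.4% proximal, 56.4% distal) went the other way. Without repeat windows and telomeric junctions among distal prey, the form in which the count was first made, it was 24 of 26 (exact binomial p = 1.05e-05), and CK-666 replicate 4 (31.8% and 37.0%) also went the other way. The p-values treat libraries as independent, although many share a sequencing run. Under CK-666 the intact motif made up 28.7% ± 12.4 (SD, n = 6) of junctions and 25.0% ± 8.03 with DMSO (log2 ratio 0.14, exact sign-flip test, 2-sided p = 0.5, higher in 3 of 6 pairs).

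Distal prey also had MH of 6 nt or more, 23.6% ± 16.3 (SD, n = 6) in the DMSO libraries of the CK-666 experiment and 31.7% ± 13.8 without repeat windows and telomeric junctions. In these libraries 15.9% ± 4.57 of distal junctions ran more than 8 nt past the break on the bait (22.4% ± 2.46 without repeat windows and telomeric junctions), against 1.23% ± 0.183 of proximal ones. The distal share was higher in 24 of 26 AsiSI-MEF libraries, and in 26 of 26 without repeat windows and telomeric junctions. Template switching or priming within the bait sequence may account for part of them. Breaks beyond the AsiSI site in uncut bait predict the same and stay open. The distal share past the break was 16.1% and 23.8% in the runs of the CK-666 experiment and 1.93% to 6.27% in the other 4. The CK-666 experiment and its runs cannot be told apart because these runs hold no other experiment. No biological explanation was tested.

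Recurrence of distal junctions between the 6 DMSO libraries fell from 37.3% to 13.1% without repeat windows and telomeric junctions, and uniform positions gave 0.258% (highest of 20 draws 0.431%). Repeats as the whole cause of recurrence are thus argued against, and fragile or mappable regions beyond them were not tested. The mean log2 ratio of the distal share under CK-666 was 0.09 with all junctions and 0.24 without repeats (exact p = 0.1875, n = 6 pairs). Whether repeats bear on this share cannot be told apart from the scatter between pairs, which keeps both values open.

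Under NU7441 the sites cut most lost the most share. Over 258 AsiSI sites with at least 10 junctions over the 6 libraries, the log2 change of a site's share among these sites fell with the paper's END-seq signal (Spearman rho −0.40, −0.28 and −0.45 in replicates 1, 2 and 3, each with permutation p = 1.0e-04, the smallest the permutations can give). Among 148 sites with at least 50 junctions rho was −0.39, −0.39 and −0.47. This limit sums the 6 libraries, so it cannot rule out few junctions per site in single libraries. NU7441 replicate 2 had only 540 proximal junctions. In replicate 3, with 11669 proximal junctions under DMSO and 5260 under NU7441, rho was furthest from 0. The pair nearest to 0 had −0.277 in the first set and −0.387 in the second. In the CK-666 pairs rho ran from −0.28 in replicate 2 to 0.12, so a value of this size also arose once without NU7441. In that replicate the number of junctions was 1870 with DMSO and 335 with CK-666, so an effect of unequal depth stays open. Weaker joining of the sites broken most often may explain the loss of share under NU7441, as may fewer cut sites. The junctions alone do not separate these.

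The count of windows with a changed share was set against other splits of the pairs. Under CK-666 0 windows passed an adjusted p of 0.05, and 32 of 32 splits gave as many, which a count of 0 makes certain. At an unadjusted p under 0.05 the real split had 6 windows, and 31 of 32 splits had as many, the others ranging from 5 to 26. In 3 of the other splits 1 window passed the adjusted threshold. Under NU7441 0 windows passed and 4 of 4 splits gave as many. At an unadjusted p under 0.05 the real split had 53 windows and the other 3 splits 7 to 10. With 4 splits no share under 0.05 can be reached, so the larger count cannot be told apart from chance by this test.

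Other values belong to no statement in the paper's text, although its source data for Extended Data Fig. 8 list class ratios under CK-666 for 3 replicates. Under CK-666, MH of 1 to 5 nt made up 30.0% ± 6.54 of junctions and 33.8% ± 4.61 with DMSO (log2 ratio −0.19, lower in 5 of 6 pairs, exact p = 0.0625). Blunt junctions made up 14.5% ± 3.84 and 15.6% ± 3.21 (−0.12, lower in 5 of 6, exact p = 0.09375), MH of 6 nt or more 39.7% ± 11.9 and 35.4% ± 10.2 (0.16, higher in 3 of 6, exact p = 0.25), and insertions 15.9% ± 3.87 and 15.2% ± 2.80 (0.05, higher in 3 of 6, exact p = 0.75). These 4 comparisons were not planned and their p-values are not adjusted. Under NU7441 the proximal share was 59.4% ± 21.2 (SD, n = 3) and 63.3% ± 10.4 with DMSO (log2 ratio −0.14, exact p = 1), and the distal share 35.3% ± 25.9 and 27.8% ± 15.4 (0.01, exact p = 1). Without repeat windows and telomeric junctions, chosen after seeing the data, both signs turned, with 76.0% and 70.6% proximal (log2 ratio 0.10, exact p = 0.5) and 17.9% and 19.8% distal prey (−0.38, exact p = 0.75). Libraries were also compared for identity. In 10 of 46 pairs of libraries of the same condition, junctions over 1-Mb windows did not differ past a chi-square p of 0.05. Such pairs shared at most 7.6% of the smaller library's distal forms outside repeat windows (the same position, strand, bait end and overlap), and pairs that differed shared at most 9.09%.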
